# Abnormal Glucose Metabolism in Male Mice Offspring Conceived by *in vitro* Fertilization and Frozen-Thawed Embryo Transfer

**DOI:** 10.3389/fcell.2021.637781

**Published:** 2021-02-09

**Authors:** Ningxin Qin, Zhiyang Zhou, Wenlong Zhao, Kexin Zou, Weihui Shi, Chuanjin Yu, Xia Liu, Zehan Dong, Yiting Mao, Xinmei Liu, Jianzhong Sheng, Guolian Ding, Yanting Wu, Hefeng Huang

**Keywords:** frozen-thawed embryo transfer, glucose metabolism, insulin resistance, PI3K/AKT pathway, transcriptome

## Abstract

Frozen and thawed embryo transfer (FET) is currently widely applied in routine assisted reproductive technology (ART) procedure. It is of great necessity to assess the safety of FET and investigate the long-term effect including glucose metabolism on FET-conceived offspring. The mouse model is a highly efficient method to figure out the relationship between the process of FET and offspring health. In this study, we obtained mouse offspring of natural conception (NC), *in vitro* fertilization (IVF), and FET. Glucose and insulin tolerance test (GTT/ITT) were performed on both chow fed or high fat diet (HFD) fed offspring to examine the glucose metabolism status. We detected hepatic PI3K/AKT pathway by western blotting and transcriptome status by RNA-sequencing. Impaired glucose tolerance (IGT) and decreased insulin tolerance were occurred in FET conceived male offspring. After challenged with the HFD-fed, male offspring in FET group performed earlier and severer IGT than IVF group. Furthermore, higher HOMA-IR index and higher serum insulin level post glucose injected in FET-chow group suggested the insulin resistance status. The PI3K/AKT signaling pathway, the major pathway of insulin in the liver, were also disrupted in FET group. Transcriptomics of the liver reveals significantly downregulated in glucose metabolic process and insulin resistance in the FET-chow group. In our study, FET-conceived male mouse offspring presented glucose metabolism dysfunction mainly manifesting insulin resistance. The hepatic insulin signaling pathway were in concordance with reduced glycogen synthesis, increased glycolysis and enhanced gluconeogenesis status in FET-conceived male offspring.

## Introduction

Since the first baby born from *in vitro* fertilization and embryo transfer (IVF-ET) in 1978, assisted reproductive technologies (ART) have rapidly developed over the past decades. More than 8 million newborns have been conceived by ART (European IVF monitoring Consortium et al., 2017). However, children conceived by ART are at risk of adverse short-term and long-term effects, such as neurodevelopmental disorders, poor school performance in childhood and cardiometabolic dysfunction, which has raised concerns by many researchers (Savage et al., 2011; Sandin et al., 2013; Sharpe, 2018; Gu et al., 2019; Hargreave et al., 2019; Pinborg, 2019; Cui et al., 2020). In 1983, frozen-thawed embryo transfer (FET) was first introduced by Trounson and Mohr (1983). Over the last decade, the use of FET cycles in ART programs has maintained an increasing trend worldwide (European IVF monitoring Consortium et al., 2017).

Compared with fresh embryo transfer, FET cycles appear to show better obstetric and fetal outcomes, such as lower risks of low birth weight, small for gestational age and extremely preterm birth (Sha et al., 2018; Gu et al., 2019; Roque et al., 2019). However, some researchers have reported potential disadvantages in FET neonatal outcomes, such as increased risks of pregnancy-induced hypertension, large for gestational age and macrosomia (Berntsen and Pinborg, 2018; Sha et al., 2018; Roque et al., 2019; Wei et al., 2019), which are important risk factors for obesity, cardiovascular complications and metabolic dysfunction (Boney et al., 2005; Hermann et al., 2010; Ornoy, 2011). Several follow-up studies have suggested that newborns conceived by FET often show abnormal lipid metabolism and an increased risk of childhood cancer compared with children born after natural conception and fresh embryo transfer (Green et al., 2013; Hargreave et al., 2019). However, the limited clinical applications duration of FET prevented researchers from investigating the long-term effects of FET on human offspring.

To eliminate the complex background containing environmental and genetic heterogeneities among humans, mouse models are useful tools to investigate the potential long-term effects of ART on offspring (Chen et al., 2014a; Vrooman and Bartolomei, 2017; Duranthon and Chavatte-Palmer, 2018). Studies using ART mouse models have demonstrated that IVF-ET offspring exhibit impaired glucose metabolism, including altered fasting glucose levels and impaired glucose tolerance (IGT) as adults (Calle et al., 2012; Chen et al., 2014a, b; Cerny et al., 2017; Vrooman and Bartolomei, 2017; Duranthon and Chavatte-Palmer, 2018). In contrast to IVF-ET, embryos are cryopreserved in liquid nitrogen, thawed and cultured in artificial medium during IVF-FET procedures. Although it is generally assumed that low temperature (−196°C) does not impair the developmental potential of embryos (Roque et al., 2013; Paulson, 2020), whether cryopreservation exacerbates the negative long-term impacts of IVF-ET and/or causes other adverse effects on offspring remains uncertain. The aim of this research was to investigate the long-term impact of IVF-FET on glucose and lipid metabolism compared with natural conception (NC) and IVF-ET in offspring fed a normal or high-fat diet (HFD) using mouse models. Mice offspring were divided into six groups according to the method of conception and the type of diet (NC-chow, IVF-chow, FET-chow, NC-HFD, IVF-HFD, and FET-HFD).

Our results found that IVF-FET conceived chow-fed male offspring displayed IGT and decreased insulin tolerance. Mice in the FET-HFD group displayed earlier and more severe IGT than those in the IVF-HFD compared with NC-HFD group. In the livers of mice in the FET-chow group, impaired hepatic insulin signaling suggested reduced glycogen synthesis (GCS), increased glycolysis and enhanced gluconeogenesis. Finally, we performed RNA-sequencing using livers harvested from offspring, and the results showed significantly downregulated expression of proteins involved in the insulin resistance pathway in the FET-chow group.

## Materials and Methods

### Animals and Experimental Design

All experimental procedures with mice were approved by the Shanghai Model Organisms Center’s Ethical Committee in Animal Research. Virgin 6- to 8-week-old B6D2F1/J (C57B6L/J × DBA2/J) female mice, adult B6D2F1/J males, 8-week-old ICR females and adult ICR vasectomized males were used. Pregnant mice were housed individually. The offspring were separated after weaning when about postnatal 21 days. Up to five mice with same sex were housed in each cage. All animals were kept in the same room maintained under a constant 12-h light/12-h dark cycle at 21–23°C with free access to food and water.

The overall experimental design of this study is shown in the flowchart in Figure 1A. B6D2F1/J females and B6D2F1/J males were used to establish 2-cell embryos, as described below. Fresh 2-cell embryos and frozen-thawed 2-cell embryos were transferred to the oviducts of pseudopregnancy ICR mice, referred to as the IVF group and FET group, respectively. Additionally, we set up a natural pregnancy group as a control termed the NC group. On the day of birth, the pups were weighed. After weaning, the mice in each group were randomly divided into chow-fed or HFD-fed groups (starting at 4 weeks old for 16 weeks). HFD exposure (D12492, Fanbo, Shanghai, China) (nutrient composition 60% fat, 20% protein, and 20% carbohydrate) served as a “second hit” to unmask or amplify the underlying defects occurring in disease states.

**FIGURE 1:**
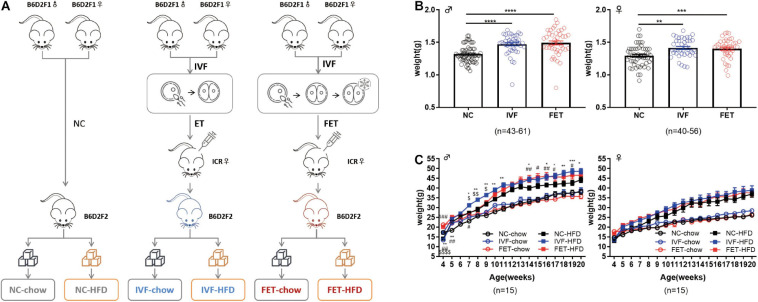
Experimental design, birthweights and growth curves of the offspring conceived by NC, IVF-ET and IVF-FET. **(A)** Experimental design. **(B)** Birthweights of male offspring (n_NC_ = 61, n_IVF_ = 43, and n_FET_ = 44) and female offspring (n_NC_ = 56, n_IVF_ = 40, and n_FET_ = 40). **(C)** Growth curves of male and female offspring after weaning (*n* = 15 mice per group). All data were expressed as the mean ± SEM. Symbols under curves: **P < 0.01 IVF-chow vs NC-chow; ^#^*P* < 0.05 FET-chow vs NC-chow; ^##^*P* < 0.01 FET-chow vs NC-chow; and ^$$$$^*P* < 0.0001 FET-chow vs IVF-chow. Symbols above the curves: *P < 0.05 IVF-HFD vs NC-HFD; **P < 0.01 IVF-HFD vs NC-HFD; ***P < 0.001 IVF-HFD vs NC-HFD; ^#^*P* < 0.05 FET-HFD vs NC-HFD; ^##^*P* < 0.01 FET-HFD vs NC-HFD; ^###^*P* < 0.001 FET-HFD vs NC-HFD; ^$^*P* < 0.05 FET-HFD vs IVF-HFD; and ^$$^*P* < 0.01 FET-HFD vs IVF-HFD (ANOVA).

### *In vitro* Fertilization

Female B6D2F1/J mice were super-ovulated with an intraperitoneal injection of 10 IU pregnant mare serum gonadotrophin (PMSG, Ningbo Second Hormone Factory, Ningbo, China), followed by 10 IU human chorionic gonadotrophin (HCG, Ningbo Second Hormone Factory, Ningbo, China) 48 h later. Oocytes were collected from the ampullae 13 h after HCG administration and fertilized *in vitro* with cauda epididymal sperm obtained from B6D2F1/J mice. Gametes were co-incubated in human tubal fluid medium (HTF, MR-070-D; Millipore, MA, United States) in a 5% CO_2_ and 5% O_2_ incubator at 37°C (MCO-5M, Panasonic, Gunma, Japan). After 15–16 h of culture, 2-cell embryos were washed with M2 medium (Millipore, MA, United States) three times for both embryo transfer and freezing.

### Frozen and Thawed Embryos

Mouse embryos in the 2-cell stage after completing the IVF protocol were frozen using a slow-freezing protocol (Testart et al., 1986). First, embryos were equilibrated in 0.75 mol/L propanediol (PROH) at room temperature for 10 min and then transferred to 1.5 mol/L PROH for 5 min. The embryos were finally loaded into plastic straws, which were placed in a controlled-rate freezer (Kryo 560-16, Planer Product Ltd., United Kingdom) and cooled from 20°C to −8°C at a rate of 2°C/min. After maintaining −8°C for 10 min, the temperature was slowly decreased to −3°C at a rate of −0.3°C/min and then rapidly reduced to −150°C at a rate of −50°C/min. Finally, the straws containing embryos were stored in liquid nitrogen.

After 7 days of cryopreservation, embryos were thawed using the following protocol. The straws were removed from liquid nitrogen, and after 30 s, the embryos were transferred to 1.0 mol/L PROH + 0.2 mol/L sucrose for 5 min and then 0.5 mol/L PROH + 0.2 mol/L sucrose for 5 min. Finally, embryos were placed in 0.3 mol/L sucrose for 10 min before being added to HTF medium. After thawing, 2-cell embryos were cultured in HTF medium for 2 h at 37°C in a 5% CO_2_ and 5% O_2_ incubator before embryo transfer.

### Embryo Transfer

Female ICR mice were used as pseudopregnant recipients for embryo transfer. Recipients were generated by mating with vasectomized male ICR mice. The day on which a plug was observed was considered to be E0.5 day of pseudopregnancy. Either fresh or frozen-thawed 2-cell embryos were surgically transferred to the fallopian tubes of pseudopregnant ICR females at E0.5. The mice were anesthetized by isoflurane. All recipient females were fed a chow diet.

### Glucose, Insulin and Pyruvate Tolerance Test

A glucose tolerance test (GTT) and pyruvate tolerance test (PTT) were performed at 8 am, following a 16-h fast, and an insulin tolerance test (ITT) was performed at 12 am, following an 8-h fast. Glucose (2 g/kg), pyruvate (2 g/kg) or insulin (0.75 IU/kg) was administrated intraperitoneally to mice. Glucose levels were measured using a blood glucose meter (Accu-Chek Performa; Roche Diagnostics) at 0, 15, 30, 60, and 120 min post injection. GTTs and ITTs were performed at 4, 8, 14, and 20 weeks old, and PTTs were performed at 20 weeks old. Fasting blood glucose (FBG) levels and fasting serum insulin (FINS) concentrations were measured at 8 am, following a 16-h fast. The female mice at were detected by GTT and ITT at the estrous phase.

### *In vivo* Glucose-Stimulated Insulin Secretion Test

Glucose-stimulated insulin secretion (GSIS) assays were performed by intraperitoneally administering glucose (2 g/kg) at 8 am, after a 16-h fast. Blood samples were collected from the tail tip at 0, 15, and 30 min after glucose administration. Insulin serum levels were determined using mouse insulin enzyme-linked immunosorbent assay (ELISA) kits (Crystal Chem, Downers Grove, IL, United States). Absorbance was monitored with a Synergy H1 microplate reader (BioTek Instruments, VT, United States). The Homeostasis Model Assessment-Insulin Resistance (HOMA-IR) index was calculated according to the formula: HOMA-IR = FBG (mg/dL) × FINS (μU/mL)/405.

### Lipid Parameters and Serum Testosterone Level Assessment

After a 4-h fast, blood samples were collected from the retro-orbital sinus puncture in anesthetized mice, and serum was stored at −80°C before analysis. Serum cholesterol (TC), triglyceride (TG), high-density lipoprotein (HDL), low-density lipoprotein (LDL), and non-esterified fatty acids (NEFAs) were assayed using a biochemical analyzer (FR120; Toshiba, Tokyo, Japan). The serum total and free testosterone levels were assessed by ELISA (CSB-E05101m and CSB-E05098m, Cusabio, Wuhan, China).

### Tissue Collection and Histological Analysis

Liver tissue was removed from 20-week-old mice after 4 h of fasting. The tissues were fixed in 4% paraformaldehyde for histological analysis or frozen in liquid nitrogen. Hematoxylin and eosin (H&E) staining and periodic acid–Schiff (PAS) staining were performed on paraffin sections after deparaffinization and rehydration to observe the morphometry. Oil red O (ORO) staining was used to stain neutral TG and lipids in frozen sections. All sections were imaged using a light microscope (Leica DMi8, Germany).

### Transcriptome Library Preparation and RNA-Seq

Total RNA was isolated from livers using TRIzol reagent (Invitrogen, Carlsbad, CA, United States). The quality of total RNA was confirmed by agarose gel electrophoresis, and RNA was used for the construction of a cDNA library. The sequencing of cDNA was conducted on an Illumina Nova6000 system and performed by Genergy biological technology Co., Ltd. (Shanghai, China). The reads were trimmed and then mapped to the entire genome. To analyze the glucose metabolic-related gene ontology (GO) terms and KEGG pathways, gene set enrichment analysis (GSEA) was performed using “clusterProfiler” (v3.14.3) in R (Yu et al., 2012). When the nominal *P* value was less than 0.05 and |NES| > 1, the enriched gene set in GSEA was statistically significant.

### Quantitative Real-Time PCR

Total RNA was extracted from livers using TRIzol reagent (Invitrogen, Carlsbad, CA, United States) and reverse transcribed using a PrimeScript RT reagent Kit with gDNA Eraser (RR047A, Takara, Japan). The TB green Premix EX Taq kit (RR420A, Takara, Japan) was used for PCR. Real-time PCR reactions were run on Applied Biosystems QuantStudio 7 Flex PCR systems (Thermo Fisher Scientific Inc., United States). The primer sequences were provided in Supplementary Table 1.

### Glucose Metabolism Enzyme Activity Assay

Liver tissues (0.1 g) were homogenized, and the activities of enzymes involved in glycogen synthesis (glycogen synthase, GCS); glycogenolysis (glycogen phosphorylase a, GPa); and gluconeogenesis (glucose 6 phosphatase, G6P and phosphoenolpyruvate carboxylase kinase, PEPCK) were evaluated by enzyme activity assay kits (GCS-1-Y, GPA-a-Y, G6P-1-Y, and PEPCK-1-Y; Comin; Suzhou, China) according to the manufacturer’s protocols.

### Western Blotting

Protein was extracted from liver tissues using RIPA lysis buffer (P0013B; Beyotime, Shanghai, China). Samples were separated using SDS-PAGE at 80–120 V for 90 min and transferred onto a PVDF membrane at 220 mA for 90 min. The antibodies were listed in Supplementary Table 2. Primary antibodies were incubated overnight at 4°C, and second antibodies were incubated for 1 h at room temperature. The signals were visualized using an enhanced chemiluminescence system (Amersham Imager 600, GE Healthcare Life Sciences, Pittsburgh, PA, United States).

### Statistical Analysis

All data were shown as the mean ± SEM. Statistical analysis was performed by a one-way ANOVA and Chi-squared test using SPSS 22.0 software. Tukey’s test was used as the *post hoc* test for ANOVA. The area under the curves (AUCs) of glucose levels in GTT, ITT, and PTT were calculated by GraphPad Prism 8.0. Because different glucose metabolism patterns occur in mice fed different diets, we did not compare groups exposed to different diets and only compared the results within the chow-fed and HFD-fed groups. A *P* value <0.05 was considered statistically significant.

## Results

### Distinct Body Weight Trajectories Among Offspring Fed a Normal Chow or HFD Conceived by NC, IVF-ET, and IVF-FET

Our experimental design is shown in Figure 1A. There was no significant difference in the pregnancy rates and embryo implantation rates between the IVF-ET and IVF-FET groups (Supplementary Table 3). The litter size was similar among the three groups (NC: 7.9 ± 1.5, IVF-ET: 7.5 ± 2.5, and IVF-FET: 8.4 ± 2.1). The sex ratio (male/female) was 1.1 (63:56) in the NC group, 1.1 (43:40) in the IVF group and 1.1 (44:40) in the FET group. However, the birthweights of offspring in both the IVF and FET groups were higher than those in the NC group at postnatal day 0 (Figure 1B). After weaning, the weights of male offspring, but not female offspring, remained significantly higher in the IVF-ET and IVF-FET groups than those in the NC group. However, no significant difference was detected after 8 weeks of age among the NC-chow, IVF-chow and FET-chow groups (Figure 1C). Importantly, the body weights of male offspring, but not female offspring challenged with a HFD after 4 weeks old, were increased in the IVF-HFD and FET-HFD groups compared with those in the NC-HFD group from 7-weeks-old onward. These results suggested that both IVF-ET and IVF-FET procedures interfered with the normal development of offspring in mice.

### Impaired Glucose Tolerance and Decreased Insulin Tolerance in Offspring in the FET-Chow Group

To further investigate the effects of IVF-ET and IVF-FET on glucose homeostasis, we performed GTTs and ITTs in male IVF and IVF-FET offspring and NC offspring fed a normal chow. Figures 2A,C,E show the GTT results of male offspring at the age of 4, 8, and 20 weeks, respectively. Although there was no difference in the AUC among the three chow diet groups, the blood glucose level in the offspring fed a normal chow in the FET-chow group was higher at 30 and 60 min post glucose injection at 4 weeks compared with that in the NC-chow and IVF-chow groups. Furthermore, a higher GTT AUC in the FET-chow group was observed at the age of 8 and 20 weeks. These results suggested IGT in the offspring in the FET-chow group. In addition, the ITT results (Figures 2B,D,F) showed that insulin sensitivity was decreased in 20-week-old offspring in the IVF-chow and FET-chow groups. The GTT and ITT results of female offspring were presented in Supplementary Figure 1. The GTT AUCs of female offspring conceived by IVF-ET and IVF-FET and fed a normal chow were comparable to those of the female offspring in the NC group before 14 weeks of age. Up to 20-weeks-old, the female offspring in the FET-chow group displayed impaired glucose homeostasis compared with the NC-chow and IVF-chow groups. No significant differences were observed in the ITT results among female offspring fed a normal chow in the three groups. Collectively, these results suggested that the offspring conceived by FET were predisposed to glucose metabolism disorders.

**FIGURE 2:**
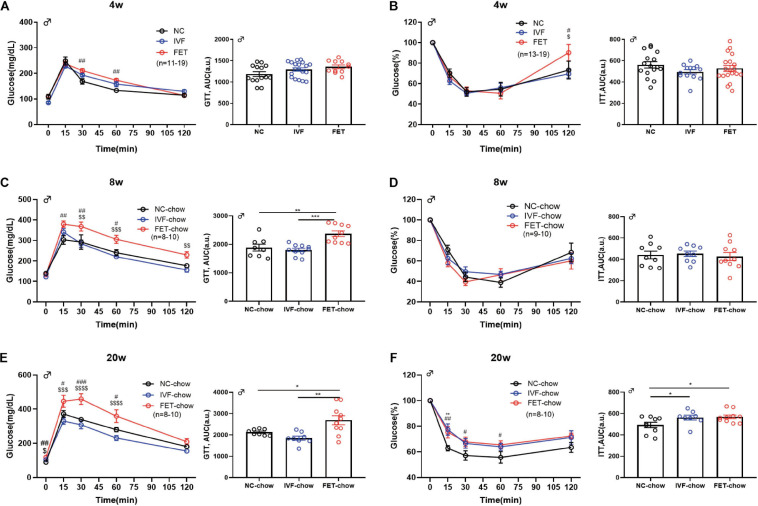
GTT and ITT in chow-fed male offspring. **(A)** Glucose tolerance test and AUC in 4-week-old chow-fed male offspring (n_NC–chow_ = 14, n_IVF–chow_ = 19, and n_FET–chow_ = 11). **(B)** Insulin tolerance test and AUC in 4-week-old chow-fed male chow offspring (n_NC–chow_ = 16, n_IVF–chow_ = 13, and n_FET–chow_ = 19). **(C)** Glucose tolerance test and AUC in 8-week-old chow-fed male offspring (n_NC–chow_ = 8, n_IVF–chow_ = 10, and n_FET–chow_ = 10). **(D)** Insulin tolerance test and AUC in 8-week-old chow-fed male offspring (n_NC–chow_ = 9, n_IVF–chow_ = 9, and n_FET–chow_ = 10). **(E)** Glucose tolerance test and AUC in 20-week-old chow-fed male offspring (n_NC–chow_ = 8, n_IVF–chow_ = 8, and n_FET–chow_ = 10). **(F)** Insulin tolerance test and AUC in 20-week-old chow-fed male offspring (n_NC–chow_ = 9, n_IVF–chow_ = 8, and n_FET–chow_ = 10). All data were expressed as the mean ± SEM. **P < 0.01 IVF-chow vs NC-chow; ^#^*P* < 0.05 FET-chow vs NC-chow; ^##^*P* < 0.01 FET-chow vs NC-chow; ^###^*P* < 0.001 FET-chow vs NC-chow; ^$^*P* < 0.05 FET-chow vs IVF-chow; ^$$^*P* < 0.01 FET-chow vs IVF-chow; and ^$$$^*P* < 0.001 FET-chow vs IVF-chow (ANOVA).

### Earlier and More Severe Impaired Glucose Intolerance Onset in the Offspring in the FET-HFD Group Compared With the IVF-HFD Group

We further assessed the influence of IVF-ET and IVF-FET on offspring challenged with metabolic stress (Figures 3A,C,E). No significant difference in the GTT AUC at 8 weeks was found in the offspring fed a HFD in any of the groups. At 14 weeks, the GTT AUC in the offspring of the FET-HFD group was higher than that of the NC-HFD and IVF-HFD groups. At 20 weeks, the GTT AUC in both the IVF-HFD and FET-HFD groups was higher than that in the NC-HFD group. Of note, the GTT AUC for the offspring in the FET-HFD group was much higher than that in the IVF-HFD group. Moreover, the ITT AUC was increased in the offspring of the IVF-FET group compared with the other HFD-fed groups at 8-weeks-old (Figure 3B). At 14 and 20-weeks-old, the ITT AUC in the offspring of the IVF-HFD group was comparable to that in the FET-HFD group, which was substantially higher than the ITT AUC in the NC-HFD group (Figures 3D,F). In contrast to the glucose metabolism status in female offspring conceived by IVF-ET and IVF-FET, we found that the GTT AUCs of female offspring conceived by IVF-ET and IVF-FET under metabolic stress were evidently higher than those in the offspring of the NC-HFD group at both 8 and 20-weeks-old (Supplementary Figure 1), although the insulin sensitivities were similar.

**FIGURE 3:**
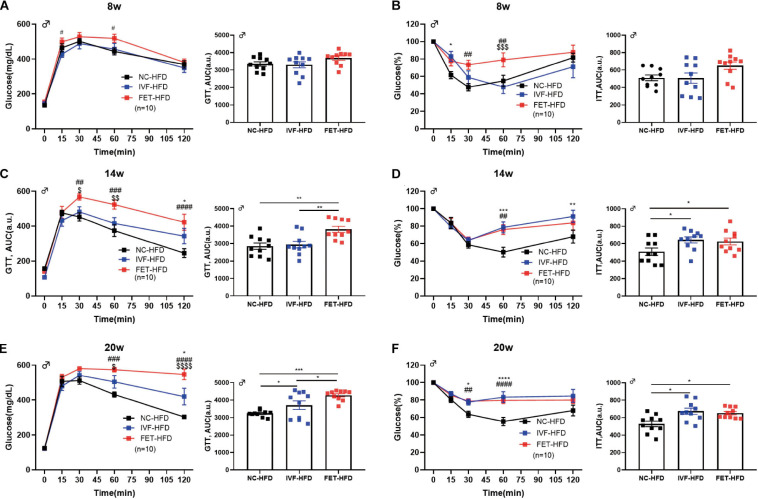
GTT and ITT in HFD-fed male offspring. **(A)** Glucose tolerance test and AUC in 8-week-old HFD-fed male offspring (*n* = 10 mice per group). **(B)** Insulin tolerance test and AUC in 8-week-old HFD-fed male chow offspring (*n* = 10 mice per group). **(C)** Glucose tolerance test and AUC in 14-week-old HFD-fed male offspring (*n* = 10 mice per group). **(D)** Insulin tolerance test and AUC in 14-week-old HFD-fed male offspring (*n* = 10 mice per group). **(E)** Glucose tolerance test and AUC in 20-week-old HFD-fed male offspring (*n* = 10 mice per group). **(F)** Insulin tolerance test and AUC in 20-week-old HFD-fed male offspring (*n* = 10 mice per group). All data were expressed as the mean ± SEM. *P < 0.05 IVF-HFD vs NC-HFD; **P < 0.01 IVF-HFD vs NC-HFD; ***P < 0.001 IVF-HFD vs NC-HFD; ^#^*P* < 0.05 FET-HFD vs NC-HFD; ^##^*P* < 0.01 FET-HFD vs NC-HFD; ^###^*P* < 0.001 FET-HFD vs NC-HFD; ^####^*P* < 0.0001 FET-HFD vs NC-HFD; ^$^*P* < 0.05 FET-HFD vs IVF-HFD; ^$$^*P* < 0.01 FET-HFD vs IVF-HFD; ^$$$^*P* < 0.001 FET-HFD vs IVF-HFD; and ^$$$$^*P* < 0.0001 FET-HFD vs IVF-HFD (ANOVA).

### Insulin Resistance and Abnormal Pyruvate Tolerance in the Offspring of the FET-Chow Group

Because male mice displayed a more obvious phenotype compared with females, we examined the former in greater detail. Figures 4A,B shows the impaired fasting glucose (IFG) and hyperinsulinemia at 20 weeks in the male offspring of the FET-chow group. The offspring fed a normal chow in the IVF-FET group displayed the highest HOMA-IR index. Meanwhile, the HOMA-IR index for offspring in the IVF-chow group was higher than that in the NC-chow group (Figure 4C). Similar results were observed among the offspring fed a HFD (Figure 4C). To determine whether insulin secretion was deficient, we examined serum insulin levels after intraperitoneal glucose injection. At 15 and 30 min after glucose injection, the insulin levels in the FET-chow group were significantly higher than those in the NC-chow group (Figure 4D). This result showed that the impaired metabolic homeostasis was not mainly caused by a deficiency in insulin secretion. The PTT is a method used to measure hepatic gluconeogenesis after an intraperitoneal injection of pyruvate. The PTT curve showed that 20-week-old offspring in the FET-chow group had evidently higher blood glucose levels than those in the NC-chow group at 0, 15, 30, and 60 min after glucose injection, whereas the curve for the offspring in the IVF-chow group was similar to that in the NC-chow group (Figure 4E). The results of the PTT and ITT revealed liver glucose regulatory dysfunction in the offspring of the FET-chow group compared with offspring in the NC-chow and IVF-chow groups at 20 weeks old.

**FIGURE 4:**
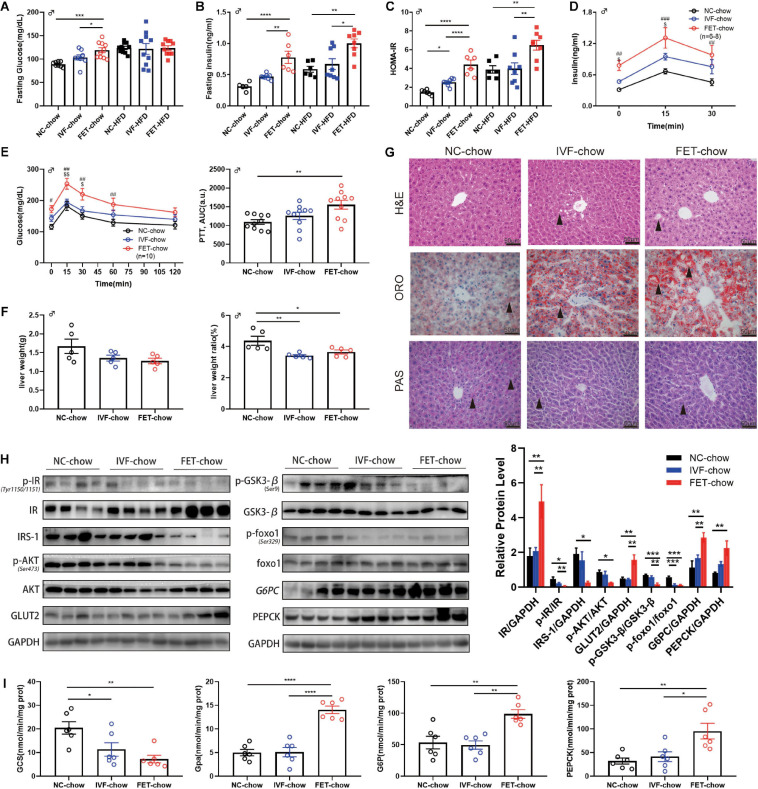
Insulin resistance and impaired hepatic insulin signaling in offspring of the FET-chow group. **(A)** Serum fasting glucose level in male offspring at 20 weeks old (n_NC–chow_ = 8, n_IVF–chow_ = 8, n_FET–chow_ = 10, n_NC–HFD_ = 10, n_IVF–HFD_ = 10, and n_FET–HFD_ = 10). **(B)** Serum fasting insulin level in male offspring at 20 weeks old (n_NC–chow_ = 6, n_IVF–chow_ = 8, n_FET–chow_ = 6, n_NC–HFD_ = 6, n_IVF–HFD_ = 8, and n_FET–HFD_ = 8). **(C)** HOMA-IR index in male offspring at 20 weeks old (n_NC–chow_ = 6, n_IVF–chow_ = 8, n_FET–chow_ = 6, n_NC–HFD_ = 6, n_IVF–HFD_ = 8, and n_FET–HFD_ = 8). **(D)** *In vivo* glucose-stimulated insulin secretion test in chow-fed male offspring at 20 weeks old (n_NC–chow_ = 6, n_IVF–chow_ = 8, and n_FET–chow_ = 6). **(E)** Pyruvate tolerance test and AUC in 20-week-old chow-fed male offspring (*n* = 10 mice per group). **(F)** Liver weights and liver weight/body weight ratios in chow-fed male offspring at 20 weeks old (*n* = 5 mice per group). **(G)** Liver morphology, H&E, ORO, and PAS staining (scale bar = 50 (μm). **(H)** Representative protein levels in chow-fed male offspring livers at 20 weeks old (*n* = 4 mice per group). **(I)** Enzymes activities in chow-fed male offspring livers at 20 weeks old (*n* = 6 mice per group). All data were expressed as the mean (SEM ^#^*P* < 0.05 FET-chow vs NC-chow; ^##^*P* < 0.01 FET-chow vs NC-chow; ^###^*P* < 0.001 FET-chow vs NC-chow; ^$^*P* < 0.05 FET-chow vs IVF-chow; and ^$$^*P* < 0.01 FET-chow vs IVF-chow (ANOVA).

### Impaired Hepatic Glucose Metabolism and Insulin Signaling in the Offspring of the FET-Chow Group

At 20 weeks, we measured the weight of organs associated with glucose and lipid metabolism, such as the liver, pancreas, rectus femoris quadriceps muscle and epididymal fat, and calculated the relative organ weight/body weight ratio in male offspring (Figure 4F and Supplementary Figure 2). A reduced liver weight ratio was observed in both the IVF-chow and FET-chow groups. H&E staining revealed hepatic ballooning degeneration (black arrows) in the livers from the male offspring in the IVF-chow and FET-chow groups (Figure 4G). In addition, we observed fewer glycogen storages (black arrows) in the livers from the male offspring in both the IVF-chow and FET-chow groups using PAS staining (Figure 4G). The PI3K/AKT signaling pathway, one of the major downstream regulators in response to insulin, has been shown to play an important role in the regulation of hepatic glucose homeostasis, including the inhibition of gluconeogenesis and glycogenolysis pathways and the activation of glycolysis pathways (Yu et al., 2008). Glucose transporter 2 (Glut2) is a crucial trans-membrane transporter protein that transports glucose between the liver and blood. Because abnormal PI3K/AKT signaling is associated with insulin resistance, we determined the expression levels of key proteins involved in this pathway in the livers of offspring by western blotting (Figure 4H). In FET-chow livers, expression of the insulin receptor (IR) was increased, whereas phosphorylation of the IR (p-IR) at Tyr1150/1151 was significantly decreased compared with that in the offspring from the NC-chow group. Meanwhile, decreased insulin receptor substrate-1 (IRS-1), reduced phosphorylation of Akt (p-Akt) at Ser473 and increased Glut2 were detected in the livers of offspring fed a normal chow from the IVF-FET group. In the FET-chow group, Gsk3-β phosphorylation (p-Gsk3-β) at Ser9 and Foxo1 phosphorylation (p-Foxo1) at Ser329 were significantly decreased, indicating reduced GCS and increased glycolysis. Furthermore, we detected the activity of the rate-limiting enzymes of GCS and glycolysis (Gpa) using a spectrophotometer. Similar to the western blotting results, hepatic GCS activity was decreased, and Gpa activity was increased in the offspring of the FET-chow group compared with the offspring from both the IVF-ET and NC groups (Figure 4I). G6pc and Pepck are two key enzymes in gluconeogenesis. We found that the protein expression levels of both G6pc and Pepck were significantly upregulated in the FET-chow group (Figure 4H), and the activities of these two enzymes were increased, indicating an enhanced gluconeogenesis status (Figure 4I) compared with that in the NC-chow group, similar to the results of PTT assays.

### Abnormal Lipid Profile in the Offspring of IVF-Chow and FET-Chow Groups

The liver is not only the central hub of glucose metabolism but also an important organ in lipid metabolism. Mice offspring at the age of 20 weeks, but not 8 weeks, in both IVF-chow and FET-chow groups exhibited higher serum TG, LDL and NEFA levels and lower HDL levels compared with those in the NC-chow group, indicating dyslipidemia (Table 1). In addition, the HDL levels in the FET-chow group were lower than those in the IVF-chow group. Furthermore, lipid accumulation was clearly detected in the livers of the offspring from the IVF-chow and FET-chow groups via ORO staining assays (Figure 4G).

**TABLE 1:** Lipid profile of chow-fed male offspring at 8 and 20 w.

	8 w			20 w		
	NC-chow (*n* = 7)	IVF-chow (*n* = 7)	FET-chow (*n* = 7)	NC-chow (*n* = 7)	IVF-chow (*n* = 7)	FET-chow (*n* = 7)
TC (mmol/L)	3.18 ± 0.15	3.16 ± 0.12	3.20 ± 0.12	4.19 ± 0.19	3.82 ± 0.31	4.15 ± 0.33
TG (mmol/L)	1.44 ± 0.06	1.52 ± 0.12	1.44 ± 0.06	1.61 ± 0.08	1.98 ± 0.09*	2.08 ± 0.15^##^
HDL (mmol/L)	2.29 ± 0.10	2.29 ± 0.09	2.22 ± 0.09	2.84 ± 0.10	2.47 ± 0.10**	2.13 ± 0.07^####[*dollar*]^
LDL (mmol/L)	0.25 ± 0.03	0.29 ± 0.01	0.27 ± 0.01	0.23 ± 0.03	0.31 ± 0.02*	0.34 ± 0.01^##^
NEFA (mmol/L)	1.60 ± 0.18	1.64 ± 0.13	1.98 ± 0.19	1.27 ± 0.12	1.87 ± 0.12**	1.67 ± 0.09#

TC, total cholesterol; TG, triacylglycerol; HDL, high-density lipoprotein; LDL, low-density lipoprotein; NEFA, non-esterified fatty acids. All data were expressed as mean ± SEM *P < 0.05 vs NC-chow, **P < 0.01 vs NC-chow. ^#^*P* < 0.05 vs NC-chow, ^##^*P* < 0.01 vs NC-chow, ^####^*P*<0.0001 vs NC-chow, ^$^*P*<0.05 vs IVF-chow. Significance was determined by one-way ANOVA.

### Alterations in the Hepatic Transcriptome in Offspring of the IVF-Chow and FET-Chow Groups

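Liver RNA of 9 male chow-fed offspring was sequenced, 3 mice each in the natural conception (NC-chow), in vitro fertilization (IVF-chow) and frozen and thawed embryo transfer (FET-chow) groups. The mice were 20 weeks old and had been fasted for 4 h. The diet and the sex are those stated in the paper. The sample labels number the mice 1, 5 and 6 in the NC-chow group and 2, 3 and 4 in both the IVF-chow and FET-chow groups. According to the methods, total RNA was isolated with TRIzol and checked by agarose gel electrophoresis, and cDNA libraries were sequenced on an Illumina Nova6000 system. The reads were then trimmed and mapped to the entire genome. The mapping program, the genome build, the gene annotation, the strandedness and the counting method are not named in the paper's text. The authors deposited FPKM values (fragments scaled to gene length and to the mapped fragments of the library) for 55335 genes, listed by Ensembl identifier. Of these genes, 55154 matched the GENCODE vM21 annotation of the mouse genome build GRCm38, which gave the symbols and positions used here. The values are not counts, so the depth was estimated from the steps between low FPKM values, since 1 fragment adds a fixed amount to the FPKM of a gene of known length. Between 34.1% and 42.7% of the low values of a library lay within 2% of such a step, against 18% by chance. The implied number of mapped fragments was 6530000, 11750000 and 13140000 in NC-chow mice 1, 5 and 6. It was 8280000, 4430000 and 3830000 in IVF-chow mice 2, 3 and 4, and 1990000, 2770000 and 2890000 in FET-chow mice 2, 3 and 4. By this estimate, every FET-chow library was smaller than every other library. The fragments on nuclear protein-coding genes ranged from 350000 in FET-chow mouse 4 to 4490000 in NC-chow mouse 6. The 3 non-coding RNA entries with the highest mean FPKM, mitochondrial genes and pseudogenes aside, were AY036118, Gm23935 and CT010467.1. CT010467.1 is annotated as ribosomal RNA, AY036118 lies within its span on chromosome 17 and Gm23935 is annotated as a microRNA. Together they took between 3.5% of the summed FPKM in NC-chow mouse 5 and 61.9% in IVF-chow mouse 2. These depths are estimates and cover counting error only. The sheet numbers in the labels set NC-chow mice 5 and 6 apart from the other 7 mice, and NC-chow mouse 1 is the only NC-chow mouse with a number close to, though outside, the range of the IVF-chow and FET-chow mice. The 6755 genes with a mean FPKM of at least 1 over the 9 mice were tested on log2(FPKM + 1) with limma. For each gene, 1 model with all 3 groups was fitted, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were counted as changed. Gene set enrichment was computed with fgsea on all tested genes ranked by log2 fold change, with the paper's criteria of a nominal p-value under 0.05 and an absolute normalized enrichment score (NES) above 1. The members of the GO and KEGG gene sets were not used here. In their place stood lists written by hand, with 182 genes for the glucose metabolic process, 25 for the glucose catabolic process and 107 for insulin resistance. Of these genes, 111, 13 and 48 were among the genes tested.

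**Figure D1:**
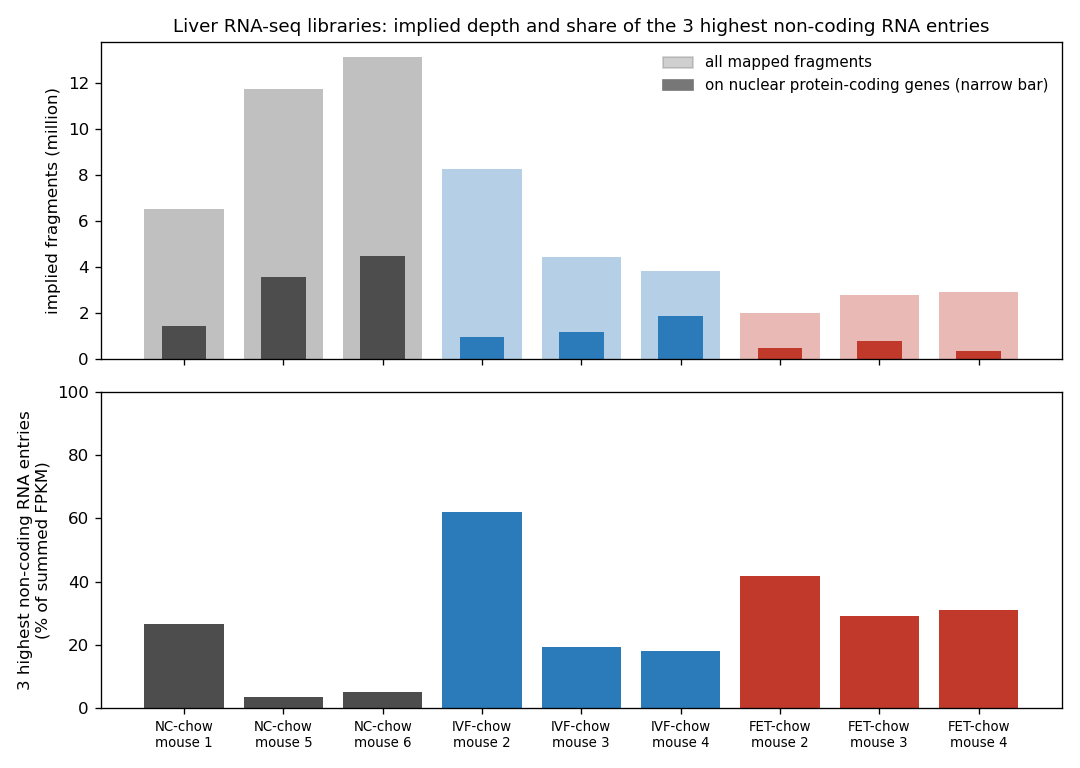
Implied number of fragments for each of the 9 mice, with wide bars for all mapped fragments and narrow bars for those on nuclear protein-coding genes, above the share of the summed FPKM on the 3 highest non-coding RNA entries (%). The FET-chow libraries lie between 1990000 and 2890000 fragments, and the share on the 3 entries is largest in IVF-chow mouse 2, at 61.9%.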

To explore the underlying mechanisms of the aberrant metabolism in male offspring conceived by IVF and FET, we performed the RNA-sequencing of livers from three groups. To confirm the accuracy of the sequencing data, four randomly selected mRNAs related to glucose metabolism were validated by qPCR (Supplementary Figure 3). The qPCR results revealed the same trends as those in the sequencing dataset. 

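The primer table names Acaca, Cpt1a, Ehhadh and Pik3ca beside GAPDH. The qPCR values themselves were not analysed here. Acaca (ENSMUSG00000020532), which lies on chromosome 11 from 84129672 to 84401651, had an FPKM of 3.61 ± 2.09 (SD, n = 3 mice) in the NC-chow group. Its FPKM was 1.13 ± 0.225 (SD, n = 3) in the IVF-chow group and 0.459 ± 0.182 (SD, n = 3) in the FET-chow group. The log2 fold change of Acaca was -1.54 in FET-chow against NC-chow (standard error 0.58, adjusted p = 0.274 in limma) and -1 in IVF-chow against NC-chow (standard error 0.58, adjusted p = 1 in limma). Cpt1a (ENSMUSG00000024900), on chromosome 19 from 3322334 to 3385733, had an FPKM of 6.13 ± 2.40 (SD, n = 3) in NC-chow, 2.35 ± 1.67 (SD, n = 3) in IVF-chow and 2.46 ± 1.73 (SD, n = 3) in FET-chow mice. Its log2 fold change in limma was -1.1 in FET-chow (adjusted p = 0.52) and -1.14 in IVF-chow (adjusted p = 1) against NC-chow, with a standard error of 0.66 in both. Between FET-chow and IVF-chow mice it was 0.04, and it turned negative, down to -0.34, when IVF-chow mouse 2, IVF-chow mouse 3 or FET-chow mouse 2 was left out. Ehhadh (ENSMUSG00000022853), on chromosome 16 from 21761287 to 21787807, had an FPKM of 10.8 ± 6.30 (SD, n = 3) in NC-chow, 7.71 ± 4.94 (SD, n = 3) in IVF-chow and 3.13 ± 1.06 (SD, n = 3) in FET-chow mice. Its log2 fold change in limma was -1.35 in FET-chow (adjusted p = 0.494) and -0.48 in IVF-chow (adjusted p = 1) against NC-chow, and without IVF-chow mouse 2 the second value was 0.17. Pik3ca (ENSMUSG00000027665), on chromosome 3 from 32397671 to 32468486, had a mean FPKM under 1 over the 9 mice and was not tested. Its FPKM was 0.407 ± 0.16 (SD, n = 3) in NC-chow, 1.13 ± 0.991 (SD, n = 3) in IVF-chow and 1.26 ± 0.811 (SD, n = 3) in FET-chow mice, so its means were higher after IVF and FET while those of the other 3 genes were lower. None of these differences passed the adjusted threshold.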

After a pairwise comparison of the GSEA, we found different liver transcriptome statuses in the IVF-chow and FET-chow groups. 

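In FET-chow against NC-chow livers, 16 of the 6755 genes tested changed, 4 with higher and 12 with lower FPKM. At an unadjusted p-value under 0.05 there were 812 genes, 127 higher and 685 lower. The median log2 fold change over all genes tested was -0.46, and 74.4% of them had a negative log2 fold change. Of the 16 genes, 7 encode proteins and 8 were listed at 0 in all 3 FET-chow mice. The comparison of IVF-chow with NC-chow livers gave 4 changed genes, 1 higher and 3 lower, with 275 genes at an unadjusted p-value under 0.05 and a median log2 fold change of -0.25. In FET-chow against IVF-chow livers, 6 genes changed, 3 higher and 3 lower, with 271 genes at an unadjusted p-value under 0.05 and a median of -0.20. Chrna4, Hectd2os and Mafg were lower in both the FET-chow and IVF-chow groups than in the NC-chow group. Both comparisons use the same NC-chow mice, so they are not independent. Median-ratio scaling gave adjusted p-values in limma of 0.143 in FET-chow and 0.581 in IVF-chow for Chrna4. Those of Hectd2os were 0.166 and 0.86, and that of Mafg in IVF-chow was 0.616. Hectd2os had 64.62 FPKM in NC-chow mouse 1 and 9.51 and 7.56 in NC-chow mice 5 and 6. Chrna4 (ENSMUSG00000027577), on chromosome 2 from 181018380 to 181043546, was listed at 0 in all IVF-chow and FET-chow mice and at 26.7 ± 23.7 FPKM (SD, n = 3) in NC-chow mice, where mouse 1 had 0.49. The largest fall among protein-coding genes in FET-chow against NC-chow was that of Tymp (ENSMUSG00000022615), on chromosome 15 from 89371931 to 89377039, which had 24.2 ± 18.7 FPKM (SD, n = 3) in NC-chow mice and was listed at 0 in every FET-chow mouse. Its log2 fold change was -4.26 on log2(FPKM + 1), with a standard error of 0.68 and an adjusted p of 0.000899 in limma. Ugt1a9, lower in FET-chow than in IVF-chow mice by a log2 fold change of -4.38 (adjusted p = 0.0232 in limma), shares exons with the other Ugt1a genes of its locus in the annotation. Ugt1a9 also passed with a pseudocount of 0.1 (adjusted p = 0.0468 in limma) but not with median-ratio scaling (adjusted p = 0.277 in limma). With each mouse left out in turn, it passed in 2 of the 6 fits. With only the 2 groups compared in the fit, none of the 3 comparisons had a changed gene, with 1031, 318 and 207 genes at an unadjusted p-value under 0.05. IVF-chow and FET-chow mice share the numbers 2, 3 and 4. Over the genes tested, the residuals of mice with the same number had a mean correlation of -0.12, and those of mice with different numbers a mean of 0.06. With the mouse number as a block in a fit of these groups alone, 2 genes changed between FET-chow and IVF-chow livers and 244 had an unadjusted p-value under 0.05. With single mice left out, the comparison of FET-chow with NC-chow gave from 1 to 83 genes.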

Compared with the NC-chow and IVF-chow groups, genes involved in glucose metabolic processes and glucose catabolic processes were significantly downregulated in the FET-chow group (Figures 5A,C,D,F). However, there was no significant difference in these two processes in the correlation in the IVF-chow group compared with the NC-chow group (Figures 5B,E; *P* > 0.05). These results suggested impaired glucose metabolic and catabolic processes in the livers from the FET-chow group compared with those in the IVF-chow and NC-chow groups.

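In FET-chow against NC-chow livers, the glucose metabolic process list had an NES of -1.58 (nominal gene permutation p = 0.000631, adjusted over 9 tests p = 0.00189). Of its 111 genes tested, 99 had a negative log2 fold change, 89.2% of the list. The glucose catabolic process list had an NES of -1.54 (nominal gene permutation p = 0.0226, adjusted p = 0.0407). Of its 13 genes tested, 11 had a negative log2 fold change. Its median log2 fold change was -0.37, a smaller fall than the median of -0.46 over all genes tested. The median of the metabolic list was -0.73. In FET-chow against IVF-chow livers, the NES was -1.27 for the metabolic list (nominal gene permutation p = 0.088, adjusted p = 0.132) and -1.17 for the catabolic list (nominal gene permutation p = 0.278, adjusted p = 0.348), and neither passed the threshold. The replicate block left both scores unchanged, because a block balanced over the groups cannot move a fold change. Of the settings tried, the unweighted score moved the metabolic list in FET-chow against NC-chow most, to -2.26, and with a pseudocount of 0.1 its score was -1.22 and no longer passed (nominal gene permutation p = 0.0992). Under median-ratio scaling between libraries, the catabolic score in FET-chow against NC-chow was -1.18 (nominal gene permutation p = 0.264). Permuting genes takes them as independent, and camera, which estimates the correlation between the genes of a list, gave p = 0.629 for the metabolic list and p = 0.871 for the catabolic list in FET-chow against NC-chow. Against NC-chow mouse 1 alone, the NC-chow mouse with the sheet number closest to those of the FET-chow mice, the NES was -1.06 for the metabolic list and 0.86 for the catabolic list. Against NC-chow mice 5 and 6, it was -1.67 and -1.59. The comparison with mouse 1 rests on 1 NC-chow mouse. Per mouse, the mean log2(FPKM + 1) over the metabolic list was 2.37 ± 0.41 (SD, n = 3) in FET-chow, 2.71 ± 0.93 (SD, n = 3) in IVF-chow and 3.13 ± 0.45 (SD, n = 3) in NC-chow mice. The difference between FET-chow and NC-chow was -0.76 (two-sided exact permutation test, p = 0.2), and that between FET-chow and IVF-chow was -0.35 (exact permutation p = 0.6). For the catabolic list, the differences were -0.64 (exact permutation p = 0.3) and -0.36 (exact permutation p = 0.7). The smallest p that 3 mice against 3 allow is 0.1. Under median-ratio scaling, the metabolic list was lower in every FET-chow mouse than in every NC-chow and IVF-chow mouse. The differences were then -0.38 from NC-chow and -0.27 from IVF-chow (exact permutation p = 0.1 for both), and for the catabolic list -0.21 (exact permutation p = 0.4) and -0.26 (exact permutation p = 0.2).

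**Figure D2:**
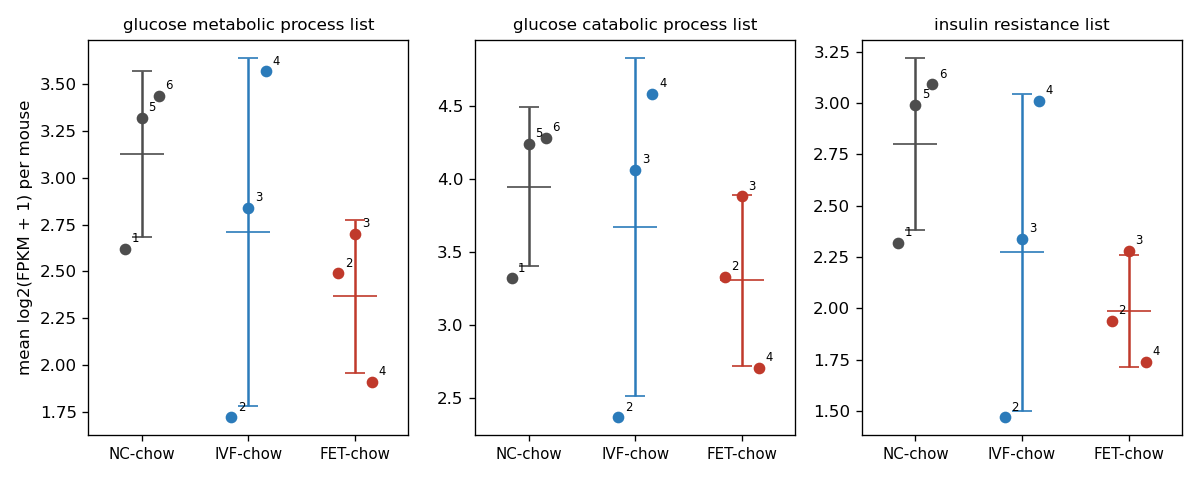
Mean log2(FPKM + 1) over the tested genes of the 3 lists for each of the 9 mice, with the mean and SD of each group. In the glucose metabolic process list, the FET-chow mice lie between 1.91 and 2.70, the IVF-chow mice between 1.72 and 3.57 and the NC-chow mice between 2.62 and 3.44.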

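Between IVF-chow and NC-chow livers, the glucose metabolic process list had an NES of -1.44 (nominal gene permutation p = 0.0142, adjusted over 9 tests p = 0.032), and 86 of its 111 genes tested had a negative log2 fold change. The glucose catabolic process list had an NES of -1.03 (nominal gene permutation p = 0.449). The metabolic score no longer passed the threshold with a pseudocount of 0.1 (-1.20, nominal gene permutation p = 0.16) or under median-ratio scaling (-1.3, nominal gene permutation p = 0.0618). Median-ratio scaling changed the sign of the catabolic score, to 0.53. Against NC-chow mouse 1 alone, the scores were 1.02 for the metabolic list and 1.45 for the catabolic list, and against NC-chow mice 5 and 6 they were -1.59 and -1.49. Per mouse, the mean log2(FPKM + 1) of the metabolic list differed by -0.42 between the groups (exact permutation p = 0.7) and that of the catabolic list by -0.28 (exact permutation p = 0.8). Leaving out IVF-chow mouse 2 turned these differences to 0.08 and 0.37.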

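Of the 111 genes tested in the metabolic list, 14 had an unadjusted p-value under 0.05 in FET-chow against NC-chow livers. After adjustment over the list alone 2 passed the threshold, and after adjustment over all genes tested 1 did. This was Got1 (ENSMUSG00000025190), on chromosome 19 from 43499752 to 43524605. It had 15.1 ± 10.8 FPKM (SD, n = 3) in NC-chow and 0.237 ± 0.410 (SD, n = 3) in FET-chow mice, where 2 of the 3 values were 0. Its log2 fold change was -3.34 (standard error 0.76, adjusted p = 0.032 in limma). With 1 mouse left out in turn, Got1 passed without NC-chow mouse 1 or FET-chow mouse 2 and did not pass in the other 4 fits (adjusted p from 0.142 to 0.205 in limma). The next largest falls in the list were those of Pck1 (-2.74), Ppp1r3b (-2.56), G6pc3 (-2.35) and Pklr (-2.22). Their adjusted p-values were 0.325, 0.13, 0.0574 and 0.38. The fall of Pck1 rests largely on FET-chow mouse 2, with 1.45 FPKM against 78.3 and 51.7 in the other FET-chow mice, and was -1.17 without it. G6pc3 passed the threshold under median-ratio scaling (log2 fold change -2.11, adjusted p = 0.0253 in limma). In the catabolic list, 2 genes had an unadjusted p-value under 0.05 and none passed after adjustment over the list. Among its largest falls were those of Pklr, Pgk1 (-1.51), Gapdh (-1.38) and Pgam1 (-1.37). Pgk1 and Pgam1 were listed at 0 in FET-chow mouse 2, and without this mouse their log2 fold changes were -0.83 and -0.69. In IVF-chow against NC-chow and in FET-chow against IVF-chow livers, no gene of these lists passed after adjustment, with 2 and 5 genes of the metabolic list at an unadjusted p-value under 0.05. From the enrichment scores, the paper proposes that glucose metabolic and catabolic processes were impaired in FET-chow livers relative to both other groups.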

**FIGURE 5:**
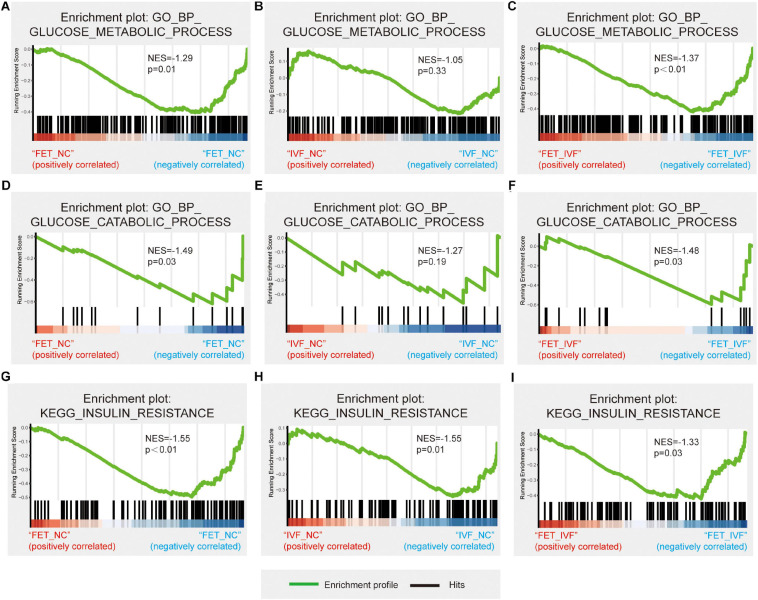
Hepatic transcriptome changes in glucose metabolism in IVF-chow and FET-chow groups. **(A–C)** Gene set enrichment plots related to glucose metabolic processes in the FET-chow group compared with the NC-chow group, the IVF-chow group compared with the NC-chow group and the FET-chow group compared with the IVF-chow group. **(D–F)** Gene set enrichment plots related to glucose catabolic processes in the FET-chow group compared with the NC-chow group, the IVF-chow group compared with the NC-chow group and the FET-chow group compared with the IVF-chow group. **(G–I)** Gene set enrichment plots related to the insulin resistance pathway in the FET-chow group compared with the NC-chow group, the IVF-chow group compared with the NC-chow group and the FET-chow group compared with the IVF-chow group. NES, normalized enrichment score; GO, Gene Ontology; BP, biological process; KEGG, Kyoto Encyclopedia of Genes and Genomes. (*n* = 3 mice per group).

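The 48 tested genes of the insulin resistance list, such as Pck1, Ppp1r3b, G6pc3, Slc2a2 and Srebf1, had an NES of -1.80 in FET-chow against NC-chow livers (nominal gene permutation p = 0.000148, adjusted over 9 tests p = 0.00133). For IVF-chow against NC-chow livers, the NES was -1.77 (nominal gene permutation p = 0.000413, adjusted p = 0.00186). Of the 48 genes, 41 had a negative log2 fold change in the FET-chow comparison and 37 in the IVF-chow comparison. With camera, the p-values were 0.529 and 0.515. Against NC-chow mouse 1 alone the scores were -1.19 and -1.02, and against NC-chow mice 5 and 6 they were -1.84 and -1.66. The mean log2(FPKM + 1) over the list was 2.80 ± 0.42 (SD, n = 3) in NC-chow, 2.28 ± 0.77 (SD, n = 3) in IVF-chow and 1.98 ± 0.27 (SD, n = 3) in FET-chow mice. FET-chow differed from NC-chow by -0.81 (exact permutation p = 0.1, the smallest p that 3 mice against 3 allow), and IVF-chow differed from NC-chow by -0.52 (exact permutation p = 0.5). With each mouse left out in turn, the first difference ranged from -1.05 to -0.67 and the second from -0.89 to -0.12.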

As for KEGG analysis, the insulin resistance pathway was significantly down-regulated in the livers from both the IVF-chow and FET-chow groups compared with the NC-chow group (Figures 5G,H). 

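Between FET-chow and IVF-chow livers, the insulin resistance list had an NES of -1.11 (nominal gene permutation p = 0.309, adjusted over 9 tests p = 0.348), and 34 of its 48 genes tested had a negative log2 fold change. The mouse number as a block left the score at -1.11. Without the filter on low values, the score was -1.37 (nominal gene permutation p = 0.0233). The mean log2(FPKM + 1) over the list differed by -0.29 between these groups (exact permutation p = 0.6), less than the SD of the IVF-chow mice, and by 0.08 without IVF-chow mouse 4.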

Additionally, compared with the IVF-chow group, the pathway was downregulated in the livers from the FET-chow group (Figure 5I). These results suggested more severe alterations in the expression of genes involved in this pathway in the FET-chow group than that in the IVF-chow group.

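Within the insulin resistance list, 10 genes had an unadjusted p-value under 0.05 in FET-chow against NC-chow livers, and 2 passed after adjustment over the list alone but none after adjustment over all genes tested. In IVF-chow against NC-chow livers and in FET-chow against IVF-chow livers, 2 genes each had an unadjusted p-value under 0.05 and none passed after adjustment. Slc2a2 (ENSMUSG00000027690), on chromosome 3 from 28697903 to 28731359, had 17.4 ± 8.35 FPKM (SD, n = 3) in NC-chow, 4.39 ± 1.46 (SD, n = 3) in IVF-chow and 4.16 ± 3.32 (SD, n = 3) in FET-chow mice. Srebf1 (ENSMUSG00000020538), on chromosome 11 from 60199089 to 60222581, had 19.6 ± 15.2 FPKM (SD, n = 3) in NC-chow, 4.46 ± 1.95 (SD, n = 3) in IVF-chow and 3.21 ± 1.59 (SD, n = 3) in FET-chow mice. In FET-chow against NC-chow livers, the log2 fold change was -1.91 for Slc2a2 (standard error 0.78, adjusted p = 0.319) and -1.90 for Srebf1 (standard error 0.8, adjusted p = 0.334), both from limma. Slc2a2 encodes Glut2, for which the paper reports more protein in FET-chow livers, the opposite direction to the mRNA here.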

## Discussion

In agreement with the “gamete and embryo-fetal origins of adult diseases” theory (Barker et al., 1989; Zou et al., 2019), our research revealed long-term influences of glucose and lipid metabolism on IVF-FET-conceived male mice. Previous studies have used animal models to explore the short-term effects in offspring conceived by IVF-FET. In a rabbit model, the offspring generated by cryopreservation embryo transfer exhibited impaired body growth during the observation time (Garcia-Dominguez et al., 2020). Another study observed increased bodyweight in senescent mice born from cryopreserved embryos (Dulioust et al., 1995). However, a comprehensive understanding of the long-term effects and possible health concerns in FET offspring remains to be established.

In our mice conceived by FET, there were three important findings. First, more severe glucose metabolism dysfunction was observed in the offspring fed either a normal chow or HFD diet in the IVF-FET group than in offspring from the IVF-ET group. Furthermore, the offspring in the FET-chow group showed an abnormal lipid profile. Second, insulin resistance was the primary manifestation in the IVF-FET mouse model, and the liver played an important role in this metabolic dysfunction. Third, more dramatic alterations at the transcriptomic level in several genes involved in glucose metabolism were observed in the livers of offspring conceived by IVF-FET than in those in the IVF-ET group, which was consistent with the glucose metabolic phenotypes. These findings directly demonstrated that the preimplantation embryo cryopreservation and thawing processes, in combination with the artificial environments during fertilization to the 2-cell stage, lead to aberrant glucose and lipid metabolism in the offspring conceived by FET-ET.

As mentioned in the results, chow-fed male offspring in the IVF and FET groups showed higher birth weights, which reached a similar level as the NC group after 8 weeks. Previously published studies indicated that IVF mice offspring exhibited low birth weights and catch-up growth (Chen et al., 2014b; Feuer et al., 2014). This contradiction with our results is partly due to the different mouse strains and culture media used (Donjacour et al., 2014).

Sex-specific phenotypes were found in our study. As mentioned above, female offspring in the FET-chow group exhibited IGT at 20-weeks-old without IFG or decreased insulin tolerance. It appeared that the phenotypes in females were less severe than those observed in male offspring from the FET-chow group. Some studies have reported severe glucose metabolism dysfunction in female offspring, whereas others indicated that this occurred in male offspring only (Scott et al., 2010; Calle et al., 2012; Chen et al., 2014b; Donjacour et al., 2014; Feuer et al., 2014).

Previous studies have demonstrated that androgen/AR signaling is involved in regulating metabolic homeostasis and the men with lower testosterone level in serum are predispose to metabolic disorders (Yu et al., 2014). Testosterone supplementation is benefit to glucose homeostasis in male mouse model of type 2 diabetes mellitus (Pal and Gupta, 2016). However, we do not find any significant differences of testosterone levels in serum among three groups (Supplementary Figures 4A,B). And no significant correlation between total or free testosterone levels in serum and HOMA-IR index is observed (Supplementary Figures 4C,D). Moreover, there is no apparent alteration of testosterone levels in serum from the male mice offspring conceived by FET at age of 20 weeks old. Therefore, we reason that the observed sex differences in our study do not cause by testosterone defects.

We assessed serum fasting glucose, insulin level and hepatic relative pAKT protein expression in mice at 4-weeks-old. No significant differences were observed (Supplementary Figure 5). This strongly suggested the abnormality of glucose metabolism might occur depending on age. In our mice conceived by FET, chow-fed male offspring showed IGT after 8-weeks-old compared with NC-chow and IVF-chow offspring. Decreased insulin tolerance and IFG appeared at 20-weeks-old in chow-fed male offspring from the FET-ET group. After a “second hit” with the HFD, the offspring conceived by IVF-FET showed earlier and more severe IGT onset than those from the IVF-HFD group. We suggest that the insulin resistance was associated with glucose metabolism disorders in these offspring. Then, we detected the expression of key proteins involved in the PI3K/AKT pathway in the liver as this pathway is the primary regulator of insulin resistance. The elevated expression of Glut2 in FET-chow mice indicated an active transport status between the blood and liver. In addition, the increase in glycogenolysis and gluconeogenesis and decrease in GCS indicated decreased glycogen levels in the liver. The results of GO enrichment analysis revealed a downregulated transcriptional status of genes involved in glucose metabolic and catabolic processes in the livers from FET-chow mice compared with those from NC-chow and IVF-chow mice. The insulin resistance status in FET-chow mice was consistent with the liver transcriptome KEGG results. We also observed increased hepatic lipid deposition, indicating abnormal lipid metabolism. It is well known that hyperglycemia, hyperinsulinemia, insulin resistance, and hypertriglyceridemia are the main characteristics of type 2 diabetes (T2D) and other metabolic syndromes. Therefore, we speculate that IVF-FET conceived male mice are predisposed to T2D.

Importantly, we only used a slow-freezing protocol. Although slow-freezing methods have been used clinically for several years, this technique has been gradually replaced by vitrification. According to a systematic and meta-analysis review, vitrification achieves higher clinical pregnancy rates and live birth rates compared with slow-freezing (Rienzi et al., 2017). One study on human embryos suggested that vitrification affects the DNA integrity of embryos to a much lesser extent than slow freezing (Martinez-Burgos et al., 2011). Therefore, whether different embryo freezing methods alter offspring glucose metabolism patterns still needs to be determined in a future study.

Our mouse model eliminated the potential complex background in humans, and using this model, we determined the long-term effects of cryopreservation. However, due to the complex genetic environment, hormone environment and administration of various ovulation drugs in humans, our conclusion may not be directly applicable to humans. Therefore, more experimental and clinical studies are needed. It is well established that insulin resistance has a causal role in T2D, and early diagnosis and intervention are critical to prevent T2D and delay or even prevent the serious complications associated with diabetes (Grundy, 2012). In adults with IGT, interventions may be required to alter the progressive β-cell dysfunction (RISE Consortium, 2019) and even reduce the risk of T2D (DeFronzo et al., 2011). If humans born from FET are at high risk of IGT or insulin resistance, then early detection and intervention are necessary to prevent or delay T2D and its associated complications. This study has important implications for both endocrinologists and ART physicians.

The mechanism underlying the phenotypes of ART-conceived offspring is not entirely clear, but epigenetic changes are a well-excepted contributor. The fertilization and preimplantation stages are critical periods of development when genome-wide reprogramming occurs. A previous study suggested that during cryopreservation, 2-cell mouse embryos are subjected to physical and chemical alterations, including the destruction of cell membrane integrity, redistribution of actin fibers, mitochondrial depolarization and increased reactive oxygen species production (Ahn et al., 2002). Active division in cells might make their genetic apparatus more vulnerable to the insult of extreme factors, such as cryopreservation (Kopeika et al., 2015). The inheritance of aberrant epigenetic modifications also might involve direct effects, intergenerational effects and transgenerational effects in offspring.

Generally, the FET embryos suffer cooling damage in freezing step and thermal shocking in thawing step. According to previous studies, cooling velocity, the type of non-permeating cryoprotectant agents and thawing velocity could cause varying degrees of cellular and zona damages including chromatin damage, altered mitochondrial distribution pattern, biological membranes damage and ice crystals damage (Miyamoto and Ishibashi, 1978; Ashwood-Smith et al., 1988; Mazur, 1990; Titterington and Robinson, 1996; Somoskoi et al., 2015). Especially, the damages from ice crystals are produced in both cooling and thawing steps (Mazur, 1990). It has known that the damages caused by ice crystals during embryo frozen and thawed processes can reduce the developmental potentials of preimplantation embryos (Titterington and Robinson, 1996). Actually, it is difficult to distinguish the damages caused by the whole freezing technology or the thermal shock in the thawing step. Further research involving the mechanisms on how embryo cryopreservation alters glucose metabolism and the liver transcriptome in adulthood are needed.

## Conclusion

Our study demonstrated a novel correlation between preimplantation embryo cryopreservation and glucose metabolism dysfunction mainly characterized by insulin resistance in offspring using various mouse models. This is the first detailed description of glucose metabolism in IVF-FET-conceived male mouse offspring. For the first time, our study reported an increased risk of metabolic disorders in IVF-FET conceived offspring compared with those born after IVF-ET. Although more clinical trials and basic science studies are required, our findings provide valuable information for preventive and clinical decisions. We are currently working on optimizing embryo freezing protocols to minimize unwanted effects. This study is just the first step in this direction, and more efforts are needed.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE164819.

## Ethics Statement

The animal study was reviewed and approved by Shanghai Model Organisms Center’s Ethical Committee in Animal Research.

## Author Contributions

NQ and ZZ designed and performed the experiments and analyzed the data. NQ, ZZ, and WZ wrote and edited the manuscript. KZ and WS performed bioinformatics analysis. CY, XL, ZD, and YM contributed to perform experiment. XL, JS, and GD contributed to study design, discussion, and conducted experiments. YW and HH designed and supervised the research, contributed to discussion, and edited the manuscript. HH was the guarantor of this work and, as such, had full access to all data in the study and took responsibility for the integrity and accuracy of data analysis.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Abnormal Glucose Metabolism in Male Mice Offspring Conceived by in vitro Fertilization and Frozen-Thawed Embryo Transfer
**Source:** Front Cell Dev Biol. 2021 Feb 9;9:637781. doi: 10.3389/fcell.2021.637781

p-IR(Tyr1150/1151)

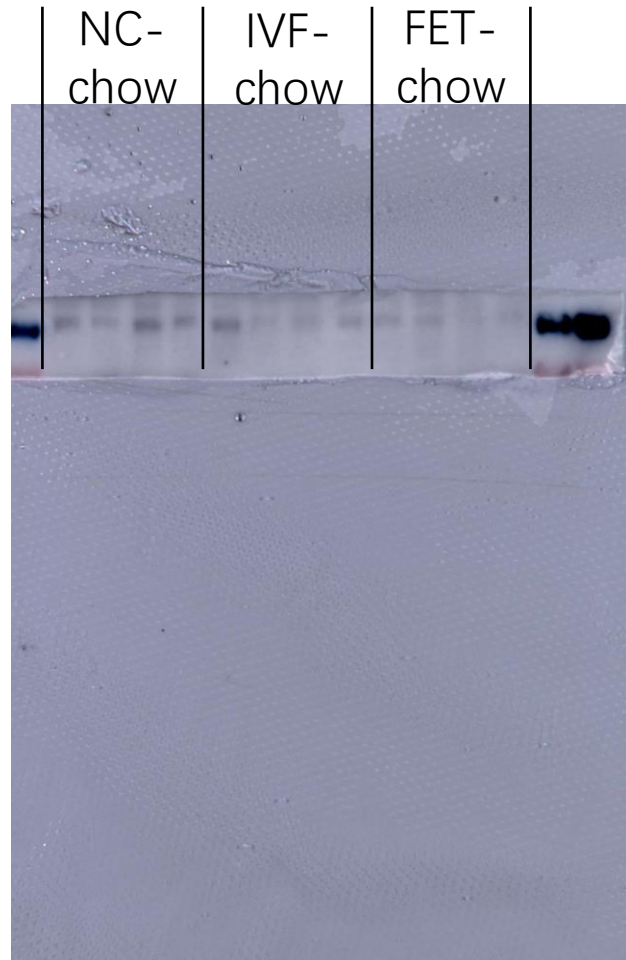

IR

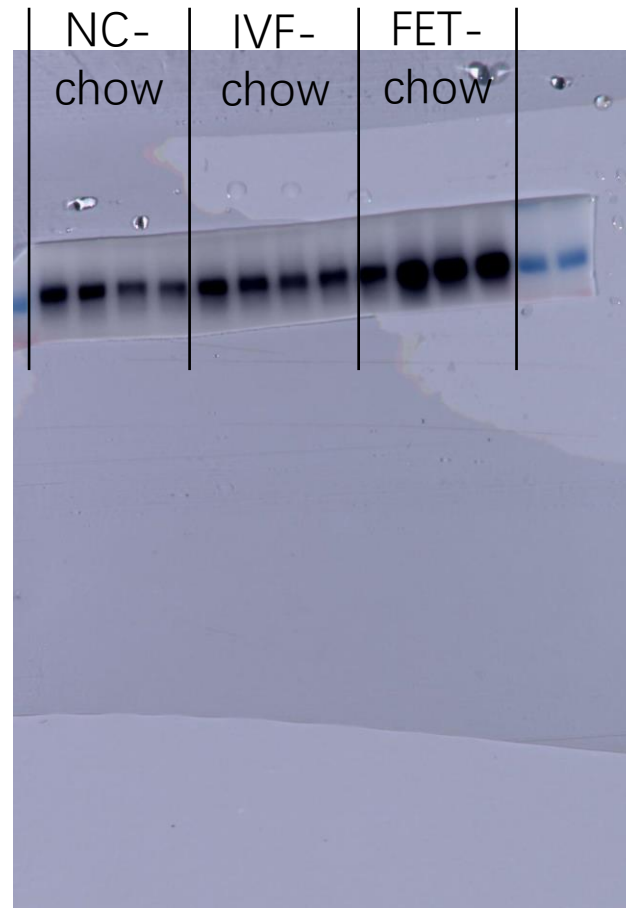

# IRS-1

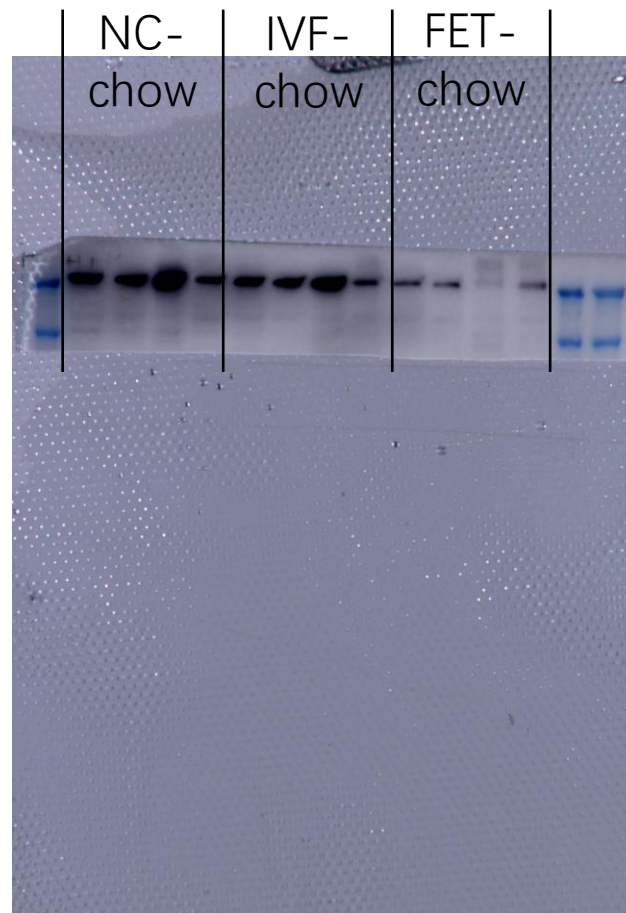

p-AKT(ser473)

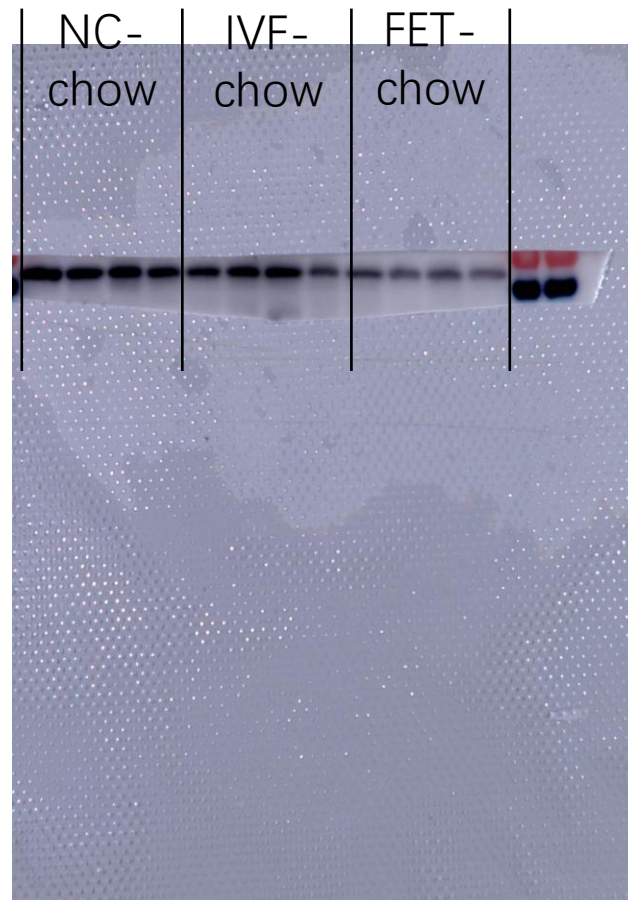

# AKT

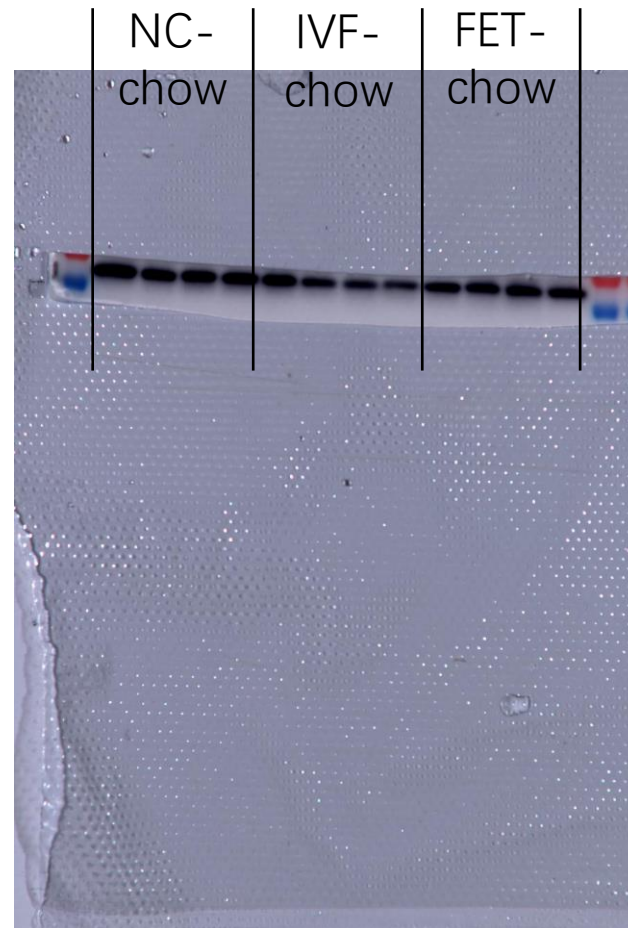

# GLUT2

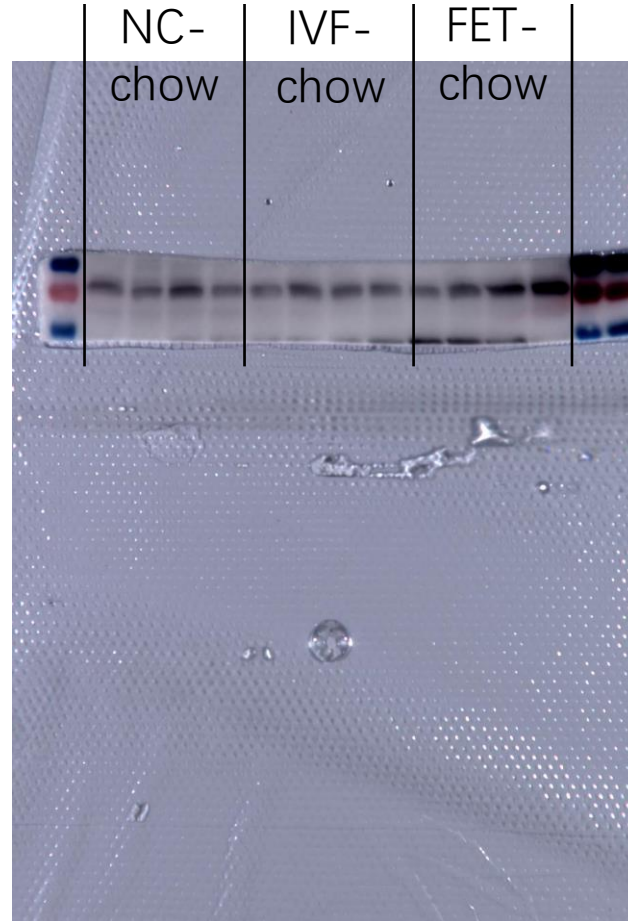

GAPDH(left in Fig. 4H)

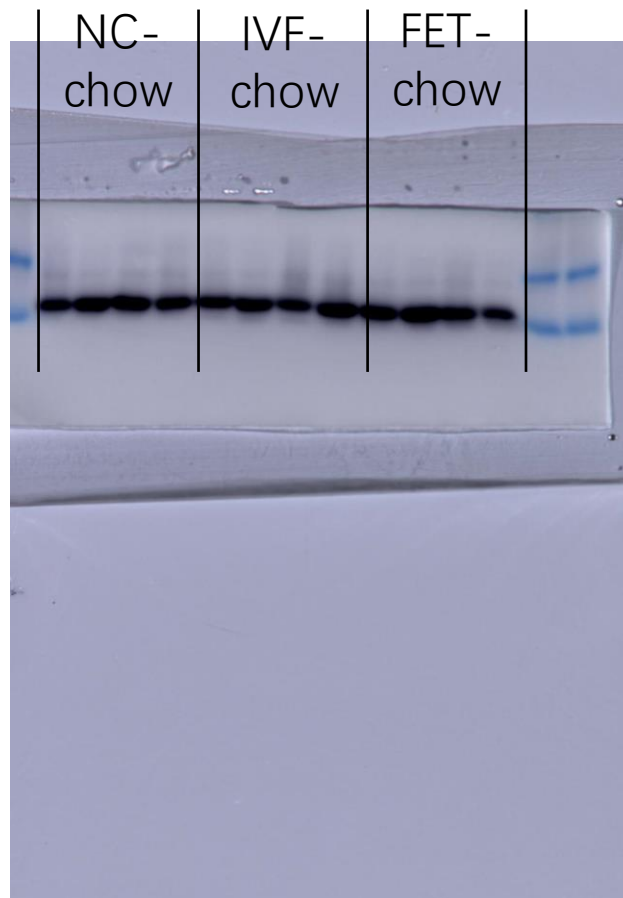

p-foxo1(ser329)

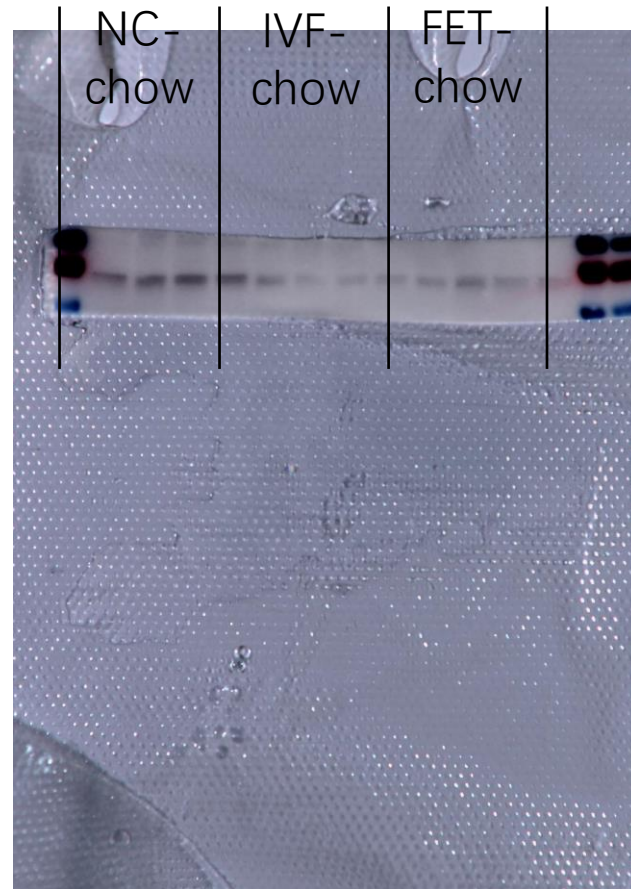

foxo1

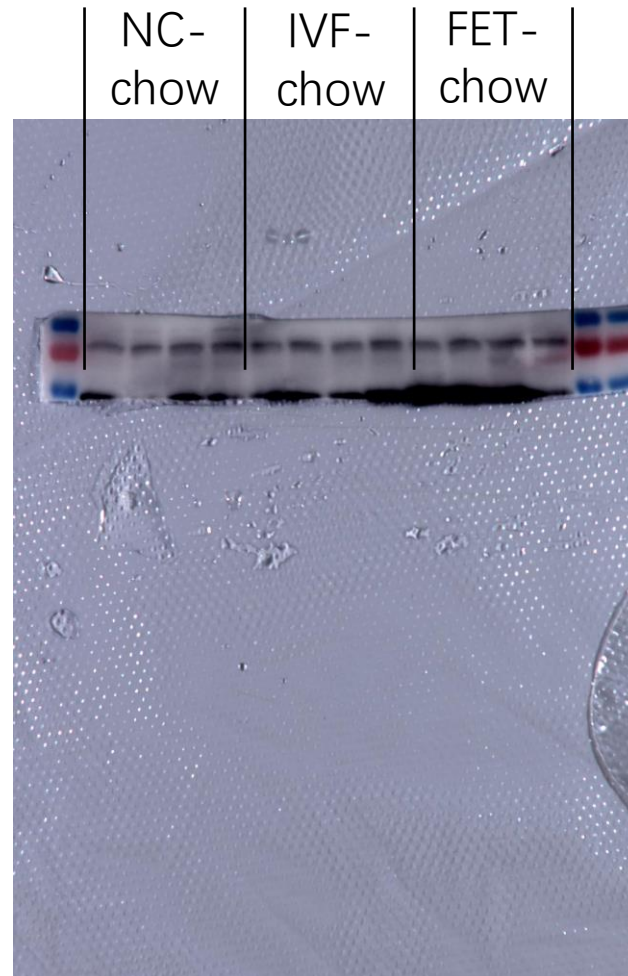

p-GSK3 $\beta$ (Ser9)

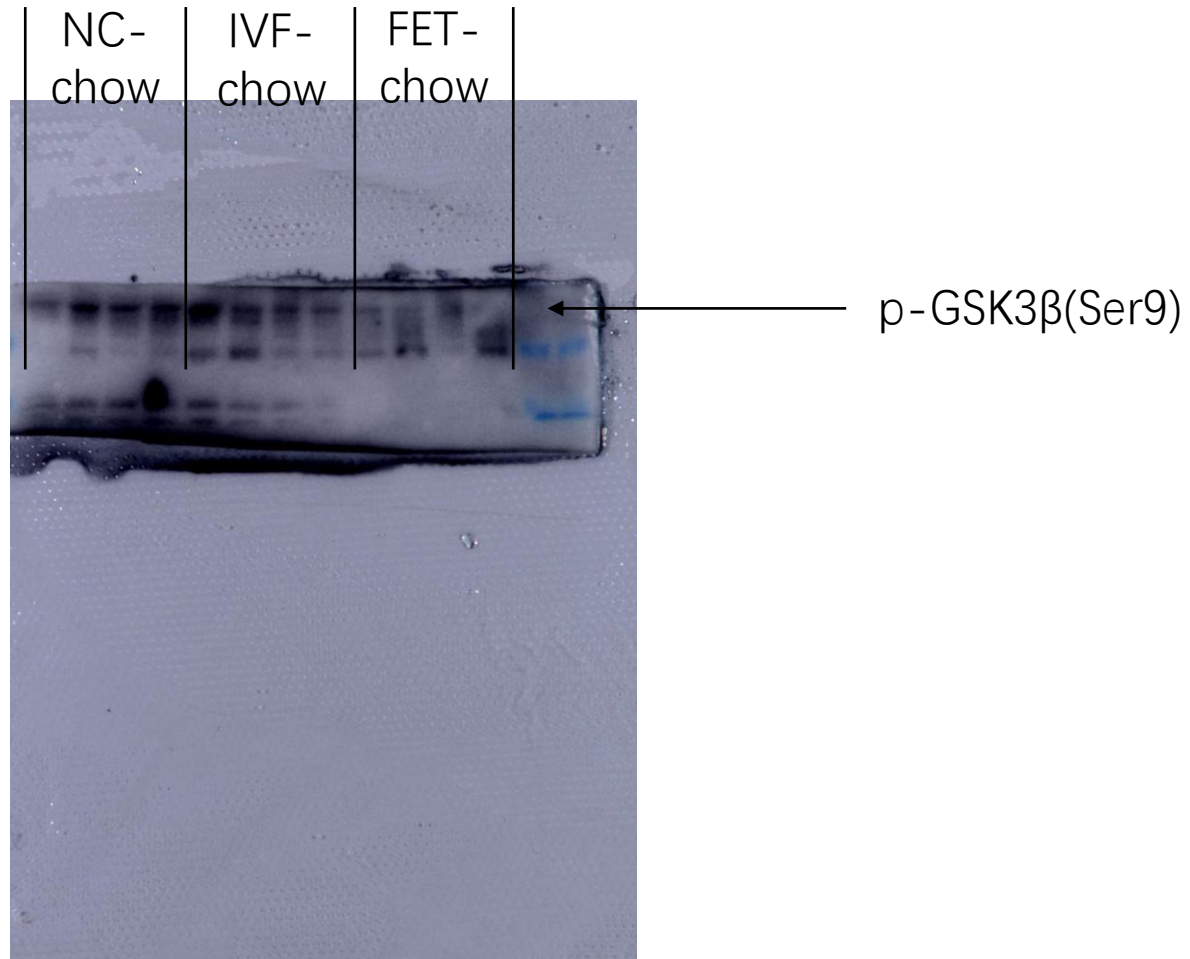

# GSK3- $\beta$

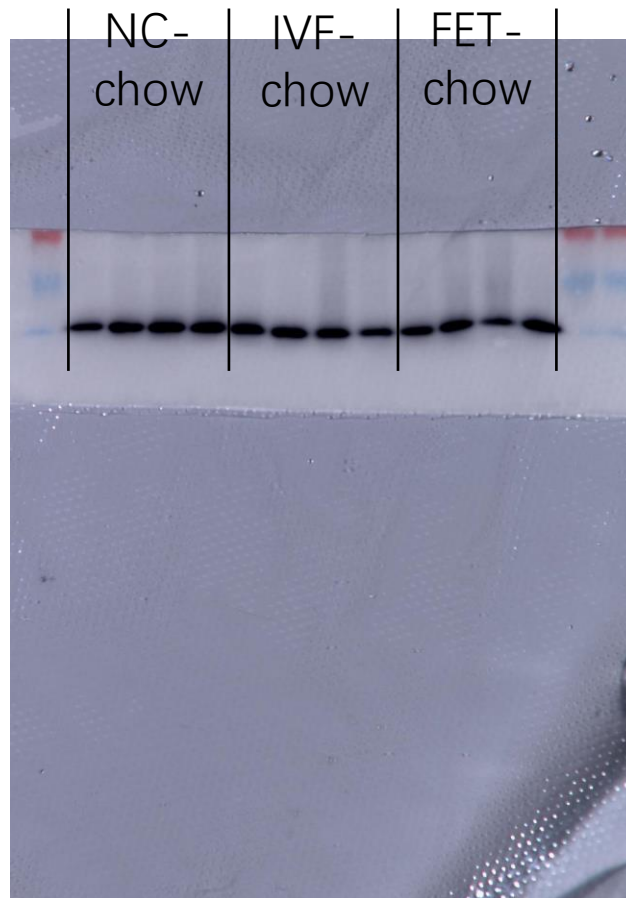

# G6PC

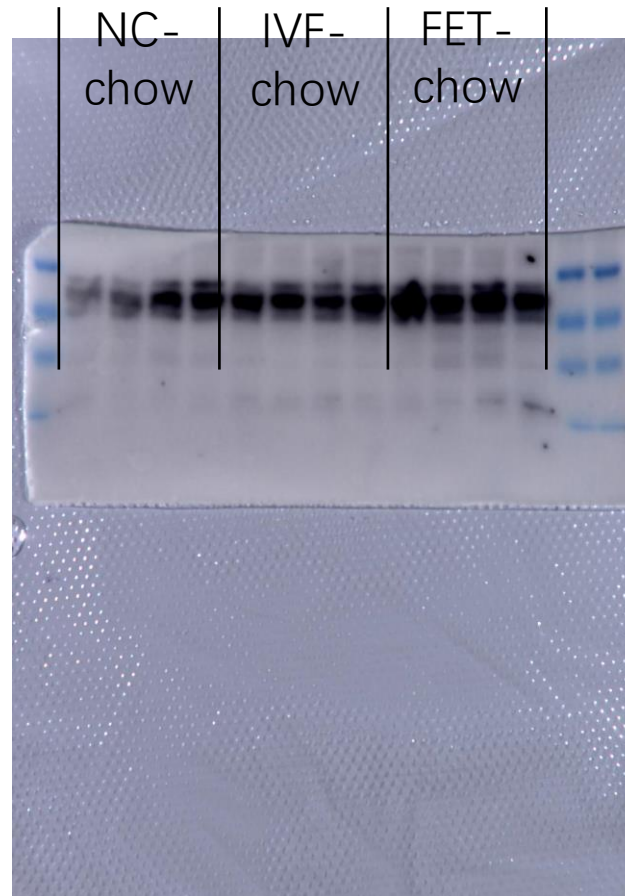

## PEPCK

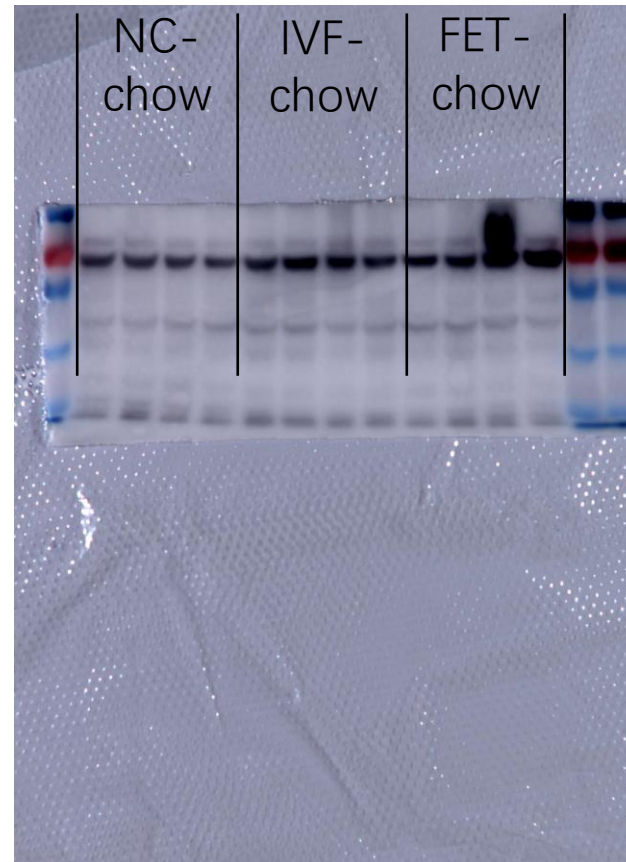

GAPDH(right in Fig. 4H)

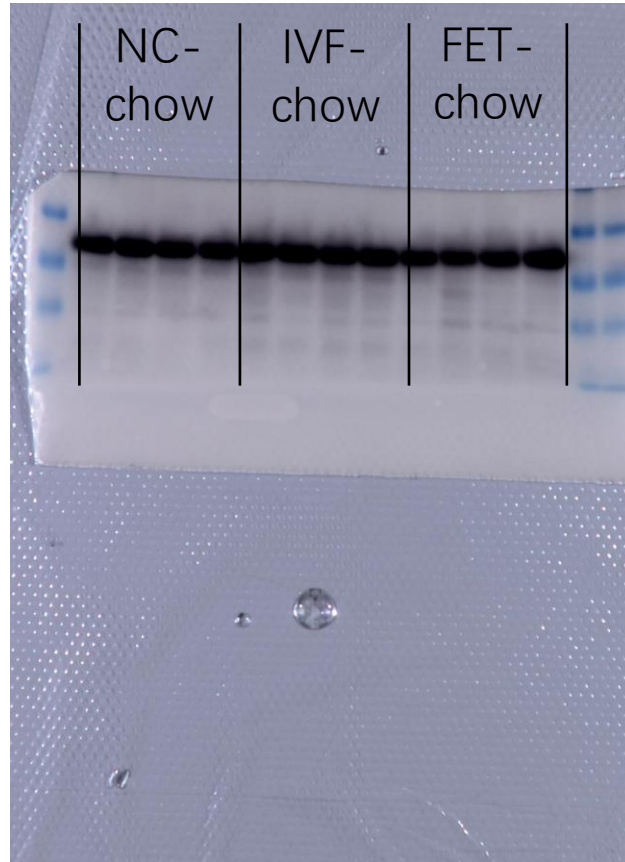

**Supplement:** Supplementary Material — The entire-unmodified gels related to Figure 4H.

# Supplementary material for: Abnormal Glucose Metabolism in Male Mice Offspring Conceived by in vitro Fertilization and Frozen-Thawed Embryo Transfer
**Source:** Front Cell Dev Biol. 2021 Feb 9;9:637781. doi: 10.3389/fcell.2021.637781
**Supplement:** Supplementary file 7

**Supplementary Table 1**

Primers are used for RT-qPCR. 

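The table gives a forward and a reverse primer for each mRNA measured by quantitative PCR. Such primers bind the cDNA made from an mRNA and set the ends of the product whose amount is followed cycle by cycle. GAPDH is the mRNA listed first. Acaca encodes acetyl-CoA carboxylase alpha, Cpt1a encodes liver carnitine palmitoyltransferase, Ehhadh encodes an enzyme of peroxisomal fatty acid oxidation and Pik3ca encodes a catalytic subunit of phosphoinositide 3-kinase.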

Sequences are printed in the 5’ to 3’direction.

| Transcript | Primers |
| --- | --- |
| GAPDH | F: AGGTCGGTGTGAACGGATTTG  R: GGGGTCGTTGATGGCAACA |
| Acaca | F: CCCAGAGATGTTTCGGCAGTCAC  R: GTCAGGATGTCGGAAGGCAAAGG |
| Cpt1a | F: TGGCATCATCACTGGTGTGTT  R: GTCTAGGGTCCGATTGATCTTTG |
| Ehhadh | F: ACAGCGATACCAGAAGCCAG  R: TGGCAATCCGATAGTGACAGC |
| Pik3ca | F: CACTCGTCACCATCAAACATGA  R: AGGGTTGAAAAAGCCGAAGGT |

**Supplementary Table 2**

Antibodies for Western Blotting

Primary Antibody

| 1^st^ Ab | Company | Cat. No. | Dilution |
| --- | --- | --- | --- |
| GAPDH | Proteintech | 10494-1-AP | 1:5000 |
| p-IR(Tyr1150/1151) | Cell Signaling Technology | 3024 | 1:1000 |
| IR | Cell Signaling Technology | 3025 | 1:1000 |
| IRS-1 | Cell Signaling Technology | 3407 | 1:1000 |
| p-AKT(Ser473) | Cell Signaling Technology | 4060 | 1:1000 |
| AKT | Cell Signaling Technology | 4691 | 1:1000 |
| GLUT2 | Proteintech | 20436-1-AP | 1:1000 |
| p-GSK3-β(Ser9) | Cell Signaling Technology | 5558 | 1:1000 |
| GSK3-β | Cell Signaling Technology | 12456 | 1:1000 |
| p-foxo1(Ser329) | Affinity | AF3416 | 1:1000 |
| Foxo1 | Proteintech | [18592-1-AP](http://www.ptgcn.com/products/FOXO1-Antibody-18592-1-AP.htm) | 1:1000 |
| G6PC | Proteintech | 22169-1-AP | 1:1000 |
| PEPCK | Proteintech | 16754-1-AP | 1:1000 |

Secondary Antibody

| 2^nd^ Ab | Company | Cat. No. | Dilution |
| --- | --- | --- | --- |
| HRP-conjugated Affinipure Goat Anti-Mouse IgG(H+L) | Proteintech | SA00001-1 | 1:10000 |
| HRP-conjugated Affinipure Goat Anti-Rabbit IgG(H+L) | Proteintech | SA00001-2 | 1:10000 |

**Supplementary Table 3** Litter characteristics of offspring.

| group | Pregnancy rate (%) | Implantation rate (%) | Litter(n) | Pups(n) | Litter size(n) | Sex Ratio  (%, M/F) | Survival Rate (%) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| NC | / | / | 15 | 117 | 7.8±0.4 | 1.1(61/56) | 100(117/117) |
| IVF | 73.3(11/15) | 17.3(83/480) | 11 | 83 | 7.5±0.8 | 1.1(43/40) | 100(83/83) |
| FET | 83.3(10/12) | 21.9(84/384) | 10 | 84 | 8.4±0.7 | 1.1(44/40) | 98.8(83/84) |

Data were presented as mean ± SEM; Pregnancy rate: the number of pregnant recipient mice/ the number of all recipient mice; Implantation rate: the number of live pups/ the number of transferred embryos; M/F: male/female. Survival Rate: the number of survival mice after weaning/ the number of all born mice.

How the deposited data were processed for this re-analysis (not part of the article)

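Liver RNA of 9 mice aged 20 weeks was analysed, 3 each in the NC-chow, IVF-chow and FET-chow groups. The groups were taken from the sample labels, and the diet and the sex from the paper. The deposited values are FPKM, which the authors computed after trimming the reads and mapping them to the entire genome. No further scaling between mice is stated, and the mapping program, the build and the annotation are not named in the paper's text. The table lists 55335 genes by Ensembl identifier, of which 27411 had an FPKM above 0 in at least 1 mouse and 55154 matched the GENCODE vM21 annotation of GRCm38. The other 181 carry no symbol here.

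The table holds no counts, so no test made for counts was run. The depth was estimated from the steps that single fragments leave in low FPKM values, with steps of up to 8 fragments and a tolerance of 2%, and this estimate was tested on simulated data. In those data most genes lay on the steps, whereas in these libraries between 34.1% and 42.7% of the low values did. The test thus does not show that the estimate holds at that lower share. The estimated depth lay between 1990000 and 13140000 mapped fragments per mouse, and between 350000 and 4490000 fragments on nuclear protein-coding genes. It covers counting error only.

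Gene-level tests used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), over the 6755 genes with a mean FPKM of at least 1 over all 9 mice. For each gene, 1 model held the 3 groups, the variance was moderated with a trend on the mean, the tests were two-sided, and an adjusted p-value (Benjamini-Hochberg) under 0.05 counted as changed. Enrichment was computed with fgsea 1.28.0 on genes ranked by log2 fold change, with a weight of 1, a smallest list size of 5 and genes permuted. The threshold was the paper's, a nominal p-value under 0.05 and an absolute NES above 1, and adjusted values over the 9 tests are given beside it. The paper used clusterProfiler with GO and KEGG gene sets, whose members were not used here. Lists written by hand stood in for them, so the scores belong to these lists. Per mouse, the mean log2(FPKM + 1) over each list was compared by a two-sided exact permutation test, whose smallest p is 0.1 with 3 mice against 3.

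The procedure was tested on simulated data of 6755 genes with the same design, in 20 draws at each size of change. With no change it called no gene, and 1 of 60 list tests passed the threshold. Each gene was drawn independently in each mouse, with no difference in scaling between libraries. These draws thus do not show how often a list passes where its genes are correlated or the libraries differ in composition. With 200 genes changed by a log2 value of 3, 24.6% of them were recovered, and with a value of 6 it was 86%. False calls made up 4.6% and 5% of all calls.

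The genes named in the text follow a rule: the mRNAs and proteins the paper names, up to 10 genes per comparison with the largest change among those past the threshold whose groups do not overlap, the 5 tested members of each list with the largest change in FET-chow against NC-chow, and the genes of a sex list and a strain list. Of the genes this rule gives, 1 is not reported here. Clock genes were named after their values were seen. The groups, the gene and list tests, the lists and the alternatives were fixed before the data were examined, apart from the 2 alternatives named as later choices. The tests of fragment numbers, PCR copies, library composition, clock genes and the genes picked out as higher than in every NC-chow mouse were chosen after the results had been seen. The alternatives were a pseudocount of 0.1, no filter on low values, median-ratio scaling, quantile normalization, a fit of only the groups compared, ranking by the moderated statistic, an unweighted score, Reactome sets in place of the hand-written lists, camera, a block for the mouse number and leaving out each mouse in turn. Of the 75 and 32 identifiers in the Reactome sets for glucose metabolism and glycolysis, 42 and 16 were among the genes tested. Rescaling to nuclear protein-coding genes and a filter at a mean FPKM of 10 were added after the libraries had been seen. The qPCR, western blot and enzyme measurements were not analysed here.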

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

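All tests in this part were chosen only after the results had been seen. A signal was taken up where a gene that the paper does not discuss passed the adjusted threshold with higher values than in every NC-chow mouse.

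In FET-chow against NC-chow livers, 4 genes that do not encode proteins were higher in all 3 FET-chow mice than in every NC-chow mouse. Gm6058, a processed pseudogene, had a log2 fold change of 3.95 (adjusted p = 0.0208 in limma). Gm23386, a small Cajal body RNA, had one of 3.37 (adjusted p = 0.00136 in limma) and was listed at 0 in every NC-chow mouse. Rnu3b3, a small nucleolar RNA, had one of 3.31 (adjusted p = 0.026 in limma), and Gm14861, a processed pseudogene, had one of 2.68 (adjusted p = 0.0186 in limma). Scaling between libraries was tested first: with median-ratio scaling, 2 of the 4 stayed past the threshold, Gm23386 and Gm14861, both with an adjusted p of 0.00321 in limma, which by itself does not decide for or against it. Gm6058 and Rnu3b3 then had adjusted p-values of 0.0551 and 0.0601 in limma. The log2 fold changes of all 4 grew under this scaling, to 4.15 for Gm6058, 3.54 for Gm23386, 3.54 for Rnu3b3 and 2.87 for Gm14861, so it does not account for the differences, and only the calls of Gm6058 and Rnu3b3 depend on it. With a pseudocount of 0.1, median-ratio scaling or 1 mouse left out in turn, the adjusted p of Gm23386 ranged from 0.00075 to 0.0446 in limma. That of Gm6058 then ranged from 0.014 to 0.26 and that of Rnu3b3 from 0.00781 to 0.455. Without the filter on low values, or with only the FET-chow and NC-chow groups in the fit, no gene passed. The calls of all 4 genes were thus lost in these 2 settings. Few fragments were tested next: the lowest number of fragments implied by a FET-chow value was 2.6, in Gm23386, so that the size of its values is uncertain, whereas Gm6058 had at least 23.8 fragments in each FET-chow mouse. Few fragments do not account for the excess, however, since the NC-chow libraries are larger: at the lowest FET-chow value of Gm23386, 5.8, 10.5 and 11.7 fragments would be expected in NC-chow mice 1, 5 and 6, where it was listed at 0, and for the other 3 genes at least 9.1. FET-chow conception remains a possible explanation, and so do causes that were not tested for these genes, such as PCR copies or the capture of short RNAs. With 3 mice in each group, the differences cannot be assigned to conception.

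In IVF-chow against NC-chow livers, Gadd45g had a log2 fold change of 4.36 (adjusted p = 0.0371 in limma). Its FPKM was 24.3, 194 and 165 in the IVF-chow mice and 0.69, 6.49 and 6.5 in the NC-chow mice, and higher in 3 of 3 IVF-chow mice than in every NC-chow mouse. The IVF-chow values rest on at least 236 implied fragments. With median-ratio scaling, the log2 fold change was 4.76 and the adjusted p was 0.278 in limma. With a pseudocount of 0.1, median-ratio scaling or 1 mouse left out in turn, the log2 fold change ranged from 3.64 to 5.3. The adjusted p then ranged from 0.0303 to 0.732 in limma, and the direction of the difference held in each of these fits. No gene of this comparison passed without the filter on low values or with only these groups in the fit. None passed with quantile normalization or rescaling to nuclear protein-coding genes either. The call was also lost with a pseudocount of 0.1 (adjusted p = 0.732 in limma) and in 4 of the 6 fits that each left out 1 mouse, and the fold change grew under scaling, so the loss of the call does not single out scaling as the cause. Between FET-chow and IVF-chow livers, it had a log2 fold change of -5.19 (adjusted p = 0.00535 in limma) and passed with median-ratio scaling (-5.15, adjusted p = 0.0202 in limma). A difference between the IVF-chow and NC-chow conditions may explain it, and it cannot be told apart from other differences between these mice, such as the time of collection, which was not tested for this gene.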

How the results depend on the processing

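The tests on fragment numbers, on PCR copies and on library composition in this part were chosen only after the results had been seen. Where a result changed, the cause was not tested unless a test is named.

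In the enrichment alternatives run, camera excepted, these scores kept their side of the threshold: those of the insulin resistance list in FET-chow and in IVF-chow against NC-chow, and, apart from the pseudocount of 0.1, that of the glucose metabolic process list in FET-chow against NC-chow. Leaving out each mouse in turn gave scores from -1.84 to -1.58, from -1.79 to -1.45 and from -1.67 to -1.49 for these. With camera, which allows for correlation between genes, the p-values were 0.629 for the metabolic, 0.871 for the catabolic and 0.529 for the insulin resistance list in FET-chow against NC-chow, and 0.727 for the metabolic and 0.515 for the insulin resistance list in IVF-chow against NC-chow.

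With a pseudocount of 0.1, the scores of the metabolic and catabolic lists in FET-chow against NC-chow were -1.22 and -1.27, that of the metabolic list in IVF-chow against NC-chow was -1.2, and none passed. The catabolic list in FET-chow against NC-chow also did not pass with median-ratio scaling (-1.18), quantile normalization (-1.39), rescaling to nuclear protein-coding genes (-0.96), a mean FPKM of at least 10 (-1.27), ranking by the moderated statistic (-1.19) or an unweighted score (-0.86). The metabolic list in IVF-chow against NC-chow did not pass with median-ratio scaling (-1.3), rescaling to nuclear protein-coding genes (-1.33) or a mean FPKM of at least 10 (-1.41). The rescaling and the filter at 10 were chosen after seeing the data. The catabolic list in IVF-chow against NC-chow passed without the filter on low values (-1.43) and was positive with median-ratio scaling (0.53). In FET-chow against IVF-chow, the metabolic list passed without the filter (-1.5), with quantile normalization (-1.52) and with an unweighted score (-1.98), and the insulin resistance list passed without the filter (-1.37). The fits that each left out 1 mouse gave scores from -1.59 to -1.08 for the catabolic list in FET-chow against NC-chow, from -1.59 to -0.85 for the metabolic list and from -1.49 to 1.15 for the catabolic list in IVF-chow against NC-chow, and from -1.43 to -0.88 for the metabolic list in FET-chow against IVF-chow. These scores passed the threshold in 2, 3, 1 and 3 of the 6 fits, in this order. The mouse number as a block cannot move the scores.

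The mean of the insulin resistance list in FET-chow against NC-chow was -1.2 with a pseudocount of 0.1 and -0.44 with median-ratio scaling (exact permutation p = 0.2), and that of the catabolic list in IVF-chow against NC-chow was 0.04 with median-ratio scaling. With each mouse left out in turn, the means of the metabolic and catabolic lists ranged from -0.85 to 0.08 and from -0.73 to 0.37 in IVF-chow against NC-chow. In FET-chow against IVF-chow, they ranged from -0.84 to 0.08 and from -1.01 to 0.1, and that of the insulin resistance list from -0.69 to 0.08. Median-ratio scaling moved the median log2 fold change of all genes in FET-chow against NC-chow from -0.46 to -0.13. The mean of the metabolic list kept its sign under that scaling, at -0.38 in FET-chow against NC-chow and -0.27 against IVF-chow, with all FET-chow mice below the others (exact permutation p = 0.1 for both).

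In FET-chow against NC-chow, the 16 changed genes, 4 higher and 12 lower, became 27 with median-ratio scaling (7 higher and 20 lower, 8 of them shared with the 16), 11 with quantile normalization (6 higher and 5 lower, 4 shared), 5 with a mean FPKM of at least 10 (0 shared), 0 without the filter on low values (2618 at an unadjusted p-value under 0.05) and 0 with only these groups in the fit (1031). They numbered 14 with a pseudocount of 0.1 (9 shared) and 19 with rescaling to nuclear protein-coding genes (4 shared). The 4 genes of IVF-chow against NC-chow became 0 with a pseudocount of 0.1 (179 at an unadjusted p-value under 0.05), without the filter (1580), with median-ratio scaling (388), with quantile normalization (531), with rescaling to nuclear protein-coding genes (312) and with only these groups in the fit (318), and 2 with a mean FPKM of at least 10 (1 shared). In FET-chow against IVF-chow, the 6 genes became 0 without the filter (829) and 0 with only these groups in the fit (207), and 2 with the mouse number as a block in a fit of these groups (244). They became 7 with median-ratio scaling (2 higher and 5 lower, 4 shared), 8 with quantile normalization (3 higher and 5 lower, 4 shared), 5 with a pseudocount of 0.1 (all lower, 2 shared), and 4 each with rescaling to nuclear protein-coding genes (all lower, 2 shared) and with a mean FPKM of at least 10 (3 higher and 1 lower, 1 shared). The mean correlation of residuals between mice of the same number was -0.12. With each mouse left out in turn, from 1 to 83, from 0 to 24 and from 0 to 10 genes changed in the 3 comparisons, and the fits with 0 genes had from 159 to 476 genes at an unadjusted p-value under 0.05.

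Among the named genes, Akt2 and Foxo1 in FET-chow against NC-chow turned to 0.03 and 0.1 with median-ratio scaling. With each mouse left out in turn, Foxo1 ranged from -0.28 to 0.1, Ehhadh in IVF-chow against NC-chow from -1.06 to 0.17 and Cpt1a in FET-chow against IVF-chow from -0.34 to 0.42. Over the 46 named gene results, 282 values kept their sign and their side of the adjusted threshold. A further 76 kept their sign but no longer passed, 3 newly passed and 7 changed sign. These numbers do not follow the size of the fold change, which grew in some of the 76, such as Gadd45g in IVF-chow against NC-chow under median-ratio scaling (4.36 to 4.76).

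Other splits of the same 6 mice were compared with the real one. In FET-chow against NC-chow, 1 of the 10 splits gave as many changed genes, the real one, and 3, 2 and 1 gave scores as large for the metabolic, catabolic and insulin resistance lists. Of the 10 splits for IVF-chow against NC-chow, 5 gave as many genes and 3, 6 and 1 gave scores as large. For FET-chow against IVF-chow, only the 4 splits that part all mice of the same number were counted, and 1 gave as many genes and 1, 2 and 1 gave scores as large. The other 6 splits put mice of the same number together, although the main fit did not pair the mice. Among these 6, FET-chow mice 2 and 3 with IVF-chow mouse 2 against the rest gave larger scores than the real split, -1.32, -1.32 and -1.18. FET-chow mice 2 and 4 with IVF-chow mouse 2 against the rest gave 261 changed genes, against 6 for the real split. Some others of the 6 gave fewer genes and smaller scores. No share under 0.05 is possible in these designs, so grouping by chance cannot be ruled out.

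The trend of the fold changes on a gene property was removed in turn for FET-chow against NC-chow. After removal of the trend on transcript length, the scores of the metabolic, catabolic and insulin resistance lists were -1.35, -1.42 and -1.64, of which the catabolic one no longer passed (nominal gene permutation p = 0.0593). After removal of that on mean abundance they were -1.5, -1.64 and -1.74, and after removal of that on GC content -1.52, -1.51 and -1.81, all past the threshold. When the fragments on protein-coding genes were thinned to 350000 in every library, the median scores of 20 draws were -1.97, -1.27 and -1.85. The catabolic list passed in 0 of the 20 draws and the other lists in all 20. Thinning also makes the protein-coding totals equal, so the 2 effects are not separated. The catabolic score may thus follow from transcript length or from the smaller FET-chow libraries.

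NC-chow mouse 1 against NC-chow mice 5 and 6, a comparison within 1 group, had scores of -1.56, -1.6 and -1.31 for the metabolic, catabolic and insulin resistance lists. For the catabolic list this is as large as the score of FET-chow against NC-chow, which was -1.54. For the metabolic list it is nearly as large as that score, -1.58, and for the insulin resistance list it is smaller than -1.80. Mouse 1 is the only NC-chow mouse with a sheet number close to those of the IVF-chow and FET-chow mice, and no NC-chow number lies among theirs, so the number range and the conception group cannot be told apart with these mice.

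The depth limits what can be said of genes listed at 0 in FET-chow mice. In 5 of 7 libraries, the ratio of genes at 1 fragment to genes at 3 fragments lay below all 100 draws thinned from NC-chow mouse 5. This may come from PCR copies of few molecules, and the test cannot tell that from other causes, since the steps were read from the same values.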

Differences from the paper's values

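Apart from the 2 alternatives named as chosen after seeing the values, no test in this part was chosen after the results had been seen. The paper's NES values were read by eye from Fig. 5, and the error used is the SD of the score over the fits that each left out 1 mouse. These fits share most of their mice, so this SD understates the spread between new mice. It also leaves out the reading error and the difference in gene sets. Whether a gap counts as closed is thus only a rough guide. Fits without 1 mouse set the error themselves, so their closing of a gap is not independent of it. The paper's scores belong to GO and KEGG gene sets and those here to lists written by hand.

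For the glucose metabolic process list in FET-chow against NC-chow, the NES was -1.58 against the paper's about -1.3 in Fig. 5. Of the alternatives set before the data were examined, ranking by the moderated statistic closed the gap (-1.34), and the others did not. A pseudocount of 0.1 gave -1.22, only just outside the error of 0.07, which a value read by eye cannot resolve. Its value in IVF-chow against NC-chow was -1.44 against the paper's about -1.1 in Fig. 5. A pseudocount of 0.1 (-1.2), median-ratio scaling (-1.3), ranking by the moderated statistic (-1.33) and leaving out NC-chow mouse 5 (-1.26), NC-chow mouse 6 (-1.33) or IVF-chow mouse 2 (-0.85) closed the gap, and the other alternatives set in advance did not. Rescaling to nuclear protein-coding genes, chosen after seeing the values, gave -1.33, which also lies within the error.

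For the glucose catabolic process list in FET-chow against IVF-chow, the NES was -1.17 against the paper's about -1.5 in Fig. 5. Leaving out the filter on low values (-1.27), quantile normalization (-1.25), the Reactome set (-1.24) and leaving out IVF-chow mouse 2 (-1.28) or FET-chow mouse 3 (-1.3) closed the gap, and the other alternatives did not.

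For the insulin resistance list in FET-chow against NC-chow, the NES was -1.8 against the paper's about -1.6 in Fig. 5. A pseudocount of 0.1 (-1.51), no filter on low values (-1.53), ranking by the moderated statistic (-1.58) and leaving out NC-chow mouse 5 (-1.58), FET-chow mouse 2 (-1.58) or FET-chow mouse 3 (-1.64) closed the gap, and the other alternatives set in advance did not. Rescaling to nuclear protein-coding genes, chosen after seeing the values, gave -1.58, which also lies within the error. Between IVF-chow and NC-chow, it was -1.77 against the paper's about -1.6 in Fig. 5. A pseudocount of 0.1 (-1.62), no filter (-1.73), median-ratio scaling (-1.71), quantile normalization (-1.7), an unweighted score (-1.69) and leaving out NC-chow mouse 1 (-1.66), NC-chow mouse 5 (-1.57) or IVF-chow mouse 3 (-1.53) closed the gap, and the other alternatives set in advance did not. Rescaling to nuclear protein-coding genes and a mean FPKM of at least 10, both chosen after seeing the values, gave -1.6. In FET-chow against IVF-chow, it was -1.11 against the paper's about -1.3 in Fig. 5. This difference equals the error of 0.19 to 2 decimals. Leaving out the filter (-1.37) and leaving out IVF-chow mouse 3 (-1.24) or FET-chow mouse 4 (-1.4) closed the gap. Ranking by the moderated statistic (-1.12) hardly moved the score and lies only just within the error, and the other alternatives lie outside it.

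The paper reports no difference in the glucose metabolic process between IVF-chow and NC-chow livers, whereas the list used here passed the threshold (nominal gene permutation p = 0.0142). It did not pass with a pseudocount of 0.1, with median-ratio scaling, with camera, or without NC-chow mouse 5, NC-chow mouse 6 or IVF-chow mouse 2. It also did not pass with rescaling to nuclear protein-coding genes or a mean FPKM of at least 10, both chosen after seeing the values.

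The paper reports lower expression of both glucose processes and of the insulin resistance pathway in FET-chow than in IVF-chow livers. The scores here were also negative, at -1.27, -1.17 and -1.11, and none passed the threshold. The metabolic list passed without the filter on low values (-1.5), with quantile normalization (-1.52), with an unweighted score (-1.98) and without IVF-chow mouse 2 (-1.36), IVF-chow mouse 3 (-1.41) or FET-chow mouse 2 (-1.43). The insulin resistance list passed without the filter (-1.37), and the catabolic list passed in none of the settings run.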

Other observations

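The tests of the clock genes and of the library composition in this part were chosen only after the results had been seen.

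The split of the 6 FET-chow and IVF-chow mice with the most changed genes was not the real one. FET-chow mice 2 and 4 and IVF-chow mouse 2 against FET-chow mouse 3 and IVF-chow mice 3 and 4 gave 261 changed genes, against 6 for the real split. This split was picked as the largest of the 10, and it parts fewer mice of the same number than the real one. The first 3 libraries had between 4.4% and 9.3% of their FPKM on nuclear protein-coding genes and the other 3 between 11.8% and 29.3%. Library composition was tested as an explanation: with median-ratio scaling, the share of FPKM on nuclear protein-coding genes being the proposed cause, the split gave 0 changed genes, with 526 at an unadjusted p-value under 0.05. With rescaling to nuclear protein-coding genes it also gave 0. The result is consistent with a split along the composition of the libraries, and no biological explanation was tested.

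Dbp, a clock-controlled gene, had 18.3 ± 4.72 FPKM (SD, n = 3) in NC-chow, 1.7 ± 1.4 (SD, n = 3) in IVF-chow and 1.77 ± 1.14 (SD, n = 3) in FET-chow mice. Its log2 fold change was -2.86 in FET-chow (adjusted p = 0.0505 in limma) and -2.94 in IVF-chow (adjusted p = 0.1 in limma) against NC-chow, and both failed the correction, although all 6 IVF-chow and FET-chow mice were lower than every NC-chow mouse. It was singled out after its values were seen. Scaling between libraries does not remove the difference, since the highest scaled FPKM among the IVF-chow and FET-chow mice was 5.88 and the lowest among the NC-chow mice was that of NC-chow mouse 1, 13.64. Mouse 1 is high too, so the separate sheet numbers of mice 5 and 6 alone do not explain it, but no NC-chow number lies among those of the other groups. At the NC-chow median, 122.2 fragments would be expected in the smallest library, so fragments missed by chance do not explain it. Collection at another phase of the daily clock was tested with the other clock genes. The 10 other clock genes tested had a mean absolute log2 fold change above 98.5% of 10000 random lists in FET-chow against NC-chow, and above 99.4% in IVF-chow against NC-chow. This measure has no direction, so it shows larger changes and not a shift of phase. With their signs, the changes relative to the median of all genes had a mean of -0.77 in FET-chow and -0.59 in IVF-chow. Like Dbp, the genes Per3, Nr1d1 and Ciart were lower in every FET-chow and IVF-chow mouse than in every NC-chow mouse. Their log2 fold changes were -1.42, -1.53 and -2.14 in FET-chow and -1.54, -2.4 and -1.39 in IVF-chow, and none passed the threshold. Under median-ratio scaling Nr1d1 overlapped, with 6.34 in FET-chow mouse 4 and 4.83 in NC-chow mouse 5. Other clock genes did not follow Dbp in both groups. Nfil3 had a log2 fold change of -2.27 in FET-chow (adjusted p = 0.0733 in limma), where all 3 values were 0, and of -0.4 in IVF-chow, and Cry1 had -0.14 and 0.7. The clock genes were not sorted by the phase at which they peak. Neither the signed mean nor Nfil3 and Cry1 thus decide for or against a shift of phase. A phase of the clock cannot be told apart from other causes, such as an effect of conception on clock genes. The time of collection of each mouse was not used here.

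The mRNAs of the proteins that the paper measured by western blot or enzyme assay were examined in FET-chow against NC-chow livers. For FET-chow livers the paper reports more G6pc, Pepck, Glut2 and IR protein, higher Gpa activity and lower GCS activity. The mRNAs of G6pc, Pck1, Slc2a2 and Pygl went the other way here, and those of Insr and Gys2 the same way. An mRNA value is not a measure of protein or activity. The log2 fold change was -1.62 for G6pc (adjusted p = 0.563 in limma), -2.74 for Pck1, -1.91 for Slc2a2, -1.39 for Gys2 (adjusted p = 0.523 in limma), -1.22 for Pygl (adjusted p = 0.548 in limma), 0.77 for Insr (adjusted p = 0.666 in limma), 0.2 for Akt1 (adjusted p = 0.929 in limma), -0.33 for Akt2 (adjusted p = 0.88 in limma) and -0.16 for Foxo1 (adjusted p = 0.945 in limma). None passed the threshold, and Akt2 and Foxo1 were positive, at 0.03 and 0.1, with median-ratio scaling. The sizes also depended on single mice. With each mouse left out in turn, G6pc ranged from -2.89 to -0.84 and Insr from 0.36 to 1.27. Akt1 ranged from 0.01 to 0.38 and Akt2 from -0.89 to -0.01. Irs1 and Gsk3b had a mean FPKM under 1 and were not tested. Gapdh had 135 ± 77 FPKM (SD, n = 3) in NC-chow, 89.9 ± 70.5 (SD, n = 3) in IVF-chow and 50.3 ± 33.3 (SD, n = 3) in FET-chow mice, with a log2 fold change of -1.38 in FET-chow against NC-chow (adjusted p = 0.648 in limma).

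Xist was at most 0.21 FPKM and Eif2s3y at least 0.71 FPKM in every mouse. Of the strain genes, Nnt was between 0.27 and 2.16, Hc between 21.2 and 163 and Gpnmb between 0 and 1.57 FPKM.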
